# Functional characterization of age-dependent *p16* epimutation reveals biological drivers and therapeutic targets for colorectal cancer

**DOI:** 10.1186/s13046-023-02689-y

**Published:** 2023-05-04

**Authors:** Li Yang, Xiaomin Chen, Christy Lee, Jiejun Shi, Emily B. Lawrence, Lanjing Zhang, Yumei Li, Nan Gao, Sung Yun Jung, Chad J. Creighton, Jingyi Jessica Li, Ya Cui, Sumimasa Arimura, Yunping Lei, Wei Li, Lanlan Shen

**Keywords:** Colon cancer, *p16* epimutation, Tumor microenvironment, Epigenetic and immunotherapy

## Abstract

**Background:**

Methylation of the *p16* promoter resulting in epigenetic gene silencing—known as *p16* epimutation—is frequently found in human colorectal cancer and is also common in normal-appearing colonic mucosa of aging individuals. Thus, to improve clinical care of colorectal cancer (CRC) patients, we explored the role of age-related *p16* epimutation in intestinal tumorigenesis.

**Methods:**

We established a mouse model that replicates two common genetic and epigenetic events observed in human CRCs: *Apc* mutation and *p16* epimutation. We conducted long-term survival and histological analysis of tumor development and progression. Colonic epithelial cells and tumors were collected from mice and analyzed by RNA sequencing (RNA-seq), quantitative PCR, and flow cytometry. We performed single-cell RNA sequencing (scRNA-seq) to characterize tumor-infiltrating immune cells throughout tumor progression. We tested whether anti-PD-L1 immunotherapy affects overall survival of tumor-bearing mice and whether inhibition of both epigenetic regulation and immune checkpoint is more efficacious.

**Results:**

Mice carrying combined *Apc* mutation and *p16* epimutation had significantly shortened survival and increased tumor growth compared to those with *Apc* mutation only. Intriguingly, colon tumors with *p16* epimutation exhibited an activated interferon pathway, increased expression of programmed death-ligand 1 (*Pdl1*), and enhanced infiltration of immune cells. scRNA-seq further revealed the presence of *Foxp3*^+^ Tregs and γδT17 cells, which contribute to an immunosuppressive tumor microenvironment (TME). Furthermore, we showed that a combined therapy using an inhibitor of DNA methylation and a PD-L1 immune checkpoint inhibitor is more effective for improving survival in tumor-bearing mice than blockade of either pathway alone.

**Conclusions:**

Our study demonstrated that age-dependent *p16* epimutation creates a permissive microenvironment for malignant transformation of polyps to colon cancer. Our findings provide a mechanistic rationale for future targeted therapy in patients with *p16* epimutation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02689-y.

## Introduction

Although an extensive catalog of DNA methylation alterations has been detected in patients with colorectal cancer (CRC), elucidating the functional contributions of these modifications during tumor initiation and maintenance remains an important unmet need. Mitotically stable gene silencing resulting from epigenetic alteration of promoter DNA methylation, known as epimutation, was proposed by Robin Holliday [1] as one possible mechanism for loss of tumor suppressor function in Knudson’s classic two-hit gene inactivation model [2]. Importantly, unlike genetic mutations, epigenetic mechanisms are intrinsically malleable and thus represent attractive therapeutic targets for improving clinical care of CRC patients [3, 4]. To this end, we seek to better understand the mechanisms by which epimutations frequently observed in cancer cells contribute to carcinogenesis.

Epimutation of the cyclin-dependent kinase inhibitor 2A (*CDKN2A*) gene, also known as *p16*, is among the most common epigenetic events in human CRCs [5, 6], and this modification is frequently detected in preneoplastic lesions [7, 8]. Indeed, *p16* epimutation originates in normal colon tissues, where it occurs as a function of aging, a phenomenon that is conserved in both humans and mice [9, 10]. Notably, such age-associated epimutations are preferentially located on CpG islands marked with polycomb complex [10] and *p16,* which controls cell cycle progression, promotes cellular senescence, and is one of the best documented polycomb-bound genes [11, 12]. Prompted by these observations, we created a mouse model of engineered *p16* promoter hypermethylation, which leads to accelerated *p16* epimutation in somatic tissues during aging and predisposes mice to spontaneous tumor development [13]. This established mouse model of *p16* epimutation enables us to answer clinically relevant questions that cannot easily be addressed using in vitro systems. Of particular interest, we can determine whether *p16* epimutation drives malignant progression of intestinal tumors and if reversal of these epigenetic defects in *p16* suppresses tumor growth.

Many cancers arise through successive accumulation of genetic and epigenetic alterations that collectively drive disease progression and metastasis [14]. In this regard, genetically engineered mouse models have provided direct evidence that combined mutations can accelerate the growth of intestinal tumors and promote the development of a malignant phenotype. Published studies have established such a connection between *p16* inactivation and driver gene mutations (*e.g*., in *Apc* and *Braf*) in intestinal tumorigenesis models [15–17]. However, these studies have only focused on investigating the functional effect of *p16* gene mutations, which rarely occur in human CRCs. In addition, most mouse studies used young animals of 6 − 8 weeks of age, which is equivalent to approximately 15 − 20-year-old humans. As a result, many of the biological processes that underlie the age-dependency of cancer were not considered.

Here, to determine whether age-dependent *p16* epimutation promotes intestinal carcinogenesis in combination with *Apc* mutation, we generated a mouse model that replicates these two events, which are commonly observed in human CRC [18]. Using this model, we found that *p16* epimutation promotes the malignant transformation of intestinal tumors initiated by *Apc* mutation. In addition, colon tumors with combined *Apc* mutation and *p16* epimutation exhibit a remarkable immune phenotype with high levels of interferon signaling and programmed death-ligand 1 (*Pdl1*) expression. Single-cell RNA sequencing (scRNA-seq) analysis further revealed dynamic changes in the tumor microenvironment (TME) in *Apc*-mutant mice with *p16* epimutation, identifying distinct immune cell subpopulations that contribute to T cell dysfunction and tumor immune evasion. Lastly, we found that a combined therapy involving inhibition of both DNA methylation and the PD-L1 immune checkpoint improves survival in our mouse model of CRC, suggesting that such combined therapies may hold clinical promises for CRC patients with *p16* epimutation.

## Materials and methods

### Experimental animals

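In the mouse, p16 is encoded by Cdkn2a, listed as ENSMUSG00000044303.6 in the deposited RNA-seq table. In the GENCODE annotation of GRCm38, Cdkn2a is a protein-coding gene on chromosome 4 from 89274471 to 89294653, transcribed on the minus strand. The p16 transcript, Cdkn2a-201, has its exon 1 from 89281986 to 89282192, exon 2 from 89276645 to 89276985 and exon 3 from 89274471 to 89274774. A second transcript of the gene, Cdkn2a-202, encodes p19Arf and starts 12461 bp upstream of the p16 transcript, with its own exon 1 from 89294334 to 89294653. It shares exon 2 with the p16 transcript, and its exon 3 ends inside that of the p16 transcript, so a value for the whole gene does not separate p16 from p19Arf. The neighboring gene Cdkn2b (ENSMUSG00000073802.4) lies from 89306299 to 89311039 on the same strand and encodes p15Ink4b. In the colonic mucosa of 5 ApcMin/+ mice and 4 ApcMin/+; p16cis/cis mice at 15 wk of age, Cdkn2a was listed at 0 in each of the 9 libraries, which together held 140908881 reads on genes. The smallest share of reads that a library could show, taken as 3 reads of its total, was between 1.68e-05% and 2.22e-05%, which covers counting error only. A change in Cdkn2a between the genotypes could therefore not be detected in these values, and why the gene had no reads was not tested. The normalized count of Cdkn2b was 900 ± 222 (SD, n = 5) in ApcMin/+ mice and 847 ± 96.4 (SD, n = 4) in ApcMin/+; p16cis/cis mice, a difference smaller than the spread between mice (exact permutation test, two-sided, p = 0.73).

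**Figure D1:**
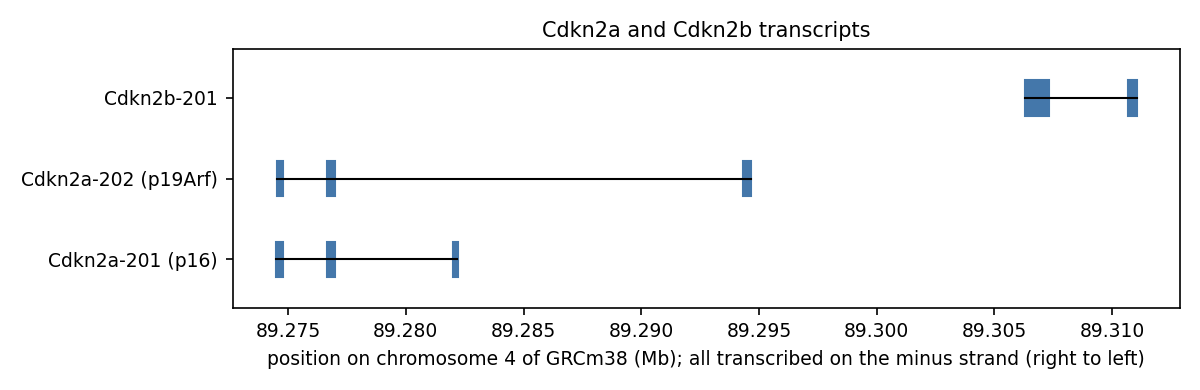
Map of the Cdkn2a and Cdkn2b transcripts on chromosome 4 of GRCm38. The horizontal axis gives the position in Mb, boxes are exons and lines are introns, and the p16 and p19Arf transcripts share exon 2 from 89276645 to 89276985.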

The mouse lines used in this study have been described previously; in brief, *p16*^*cis/cis*^ mice [13] were created by targeted knock-in of a 140-bp DNA sequence (*cis*-element) that facilitates spread of DNA methylation at the *p16* promoter in *cis*. *Apc*^*Min/*+^ mice [19] carrying a heterozygous germline mutation at codon 850 of the *Apc* gene were crossed with *p16*^*cis/cis*^ mice to generate *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. 

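Apc (ENSMUSG00000005871.14) is a protein-coding gene on chromosome 18 of GRCm38 from 34220924 to 34322552, on the plus strand. In the colonic mucosa at 15 wk of age its normalized count was 1824 ± 374 (SD, n = 5) in ApcMin/+ mice and 1593 ± 259 (SD, n = 4) in ApcMin/+; p16cis/cis mice, and the genotypes were not separated (exact permutation test, two-sided, p = 0.357). A gene count does not tell the transcripts of the Min allele from those of the wild-type allele.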

All mice were on a C57BL/6 background. Details for PCR genotyping assays, including primer sequences and PCR conditions, are summarized in Supplementary Table 1. All animal research was performed in accordance with the NIH Guide for Care and Use of Laboratory Animals and approved by the Baylor College of Medicine Animal Care and Use Committee. Mice were monitored bi-weekly by determining body weight measurements and assessing rectal prolapse size. We used the following criteria for early euthanasia: > 20% weight loss, progression of rectal prolapse to greater than 3 mm of tissue protrusion, and/or severe signs of a moribund condition.

### Cell culture

Primary MEFs (*cis*-MEFs) were isolated from *p16*^*cis/cis*^ mice at embryonic day 12.5 (E12.5) using the Pierce™ Mouse Embryonic Fibroblast Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA). As a control, we isolated MEFs (ctr-MEFs) from mice carrying a control element knocked into the same targeted site, as previously described [13]. MEFs were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Gibco, Thermo Fisher Scientific), containing 10% fetal bovine serum (FBS; R & D Systems, Minneapolis, MN, USA), 2-mM L-glutamine (Gibco, Thermo Fisher Scientific), and 1% penicillin/streptomycin (Invitrogen, Thermo Fisher Scientific). To remove the *cis*-element, we infected *cis*-MEFs at passage 19 with adenovirus Ad5CMVCre (Gene Vector Core, Baylor College of Medicine, Houston, TX, USA). After PCR validation to ensure complete excision of the *cis*-element, MEFs were exposed to DAC (Sigma-Aldrich, St. Louis, MO, USA) at varying concentrations (0.2, 0.5, or 1 μM) or phosphate-buffered saline (PBS) for 72 h, as previously described [20].

### Whole-genome bisulfite sequencing (WGBS) analysis

WGBS was performed and analyzed as previously described [21, 22]. Briefly, we used 500 ng genomic DNA from primary MEFs, i.e., ctr-MEF at passage 7 and *cis*-MEF at passage 12. Sonicated, adaptor-ligated DNA was treated with sodium bisulfite by the EZ DNA Methylation-Direct kit (Zymo Research). The bisulfite modified DNA was amplified (18 cycles) using adaptor-specific primers and fragments of 200–500 bp were isolated. The quantity and size distribution of libraries were determined using the Pico Green fluorescence assay and the Agilent 2100 Bioanalyzer, respectively. Each library was sequenced as 150 bp paired end reads with planned 30 × coverage per sample. The reads were mapped to mouse genome (mm10) using BSMAP with default parameters [23]. Using the “CAMDA” function in “CAMDA.py” toolkit^*47*^, the average methylation ratio of each CpG was calculated as the number of unconverted CpGs divided by the total number of read covering that CpG. All WGBS data been uploaded to GEO and are available at the accession number GSE214032.

### CRISPR-mediated targeted demethylation

We used the dCas9-SunTagTET1 system [24] to perform targeted *p16* promoter demethylation. Plasmids containing *p16*-specific gRNA or non-targeting control gRNA were constructed using an all-in-one vector from Addgene (#82,559; Watertown, MA, USA) and Gibson Assembly (NEB, Ipswich, MA, USA). gRNA sequences are listed in Supplementary Table 2. Transfection of *cis*-MEFs was performed with equimolar amounts of plasmid, using Lipofectamine 20,000 Reagent (Life Technologies, Thermo Fisher Scientific), according to the manufacturer’s instructions. The dCas9-SunTag system contains the scFv-GFP-TET1CD fusion protein which enables FACS sorting to isolate vector-expressing cells. At 48 h post-transfection, MEFs were sorted using a FACS Aria Fusion flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) to isolate GFP-positive cells for *p16* methylation and expression analyses.

### DNA methylation and gene expression analysis

Quantitative bisulfite-pyrosequencing analyses to measure DNA methylation was performed as previously described [13, 25]. Bisulfite sequencing of cloned PCR products was used to confirm methylation of CpG sites. Primer sequences and sequencing assays are listed in Supplementary Table 3. Quantitative qRT-PCR was performed to measure mouse *p16* and ERV expression levels as previously described [13, 26]. Assay designs are summarized in Supplementary Table 4. All experiments were carried out in triplicate and relative gene expression was normalized to *β-actin* expression on an ABI Step OnePlus Detection System.

### Histology

For histological analyses, mouse intestines and tumors were fixed in 10% neutral buffered formalin. Fixed tissues were paraffin-embedded, sectioned, and stained with H&E, according to standard laboratory protocols at the Cellular and Molecular Morphology Core at the Texas Medical Center Digestive Diseases Center.

### RNA-seq analysis

RNA-seq was performed using 1-μg RNA extracted from colonic crypts, as previously described [22, 27]. Prior to sequencing, RNA was subjected to quality control analysis using an Agilent 2100 Bioanalyzer with the Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). RNA-seq libraries were prepared using standard BGI protocols (mRNA enrichment by rRNA depletion and oligo dT selection) and sequenced on the BGISEQ-500 platform (BGI Group, Shenzhen, China), with a planned sequencing depth of 25 million reads per sample. BOWTIE2 software [28] was used for efficient realignment of RNA sequences, and gene expression levels for each sample were calculated with RSEM [29]. For DEG analysis, we used DEseq2 [30] and ranked genes by fold change (> 2) and adjusted *P*-value based on multiple testing correction (Bonferroni). All RNA-seq data have been uploaded to GEO and are available at the accession number GSE213568.

### Microsatellite instability (MSI) analysis by fluorescent PCR

Five microsatellite loci were analyzed in colon tumors from *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice, including three mononucleotide (BAT-24, BAT-59, and BAT-67) and two dinucleotide markers (DiMit79 and TG27) based on the published recommendations [16, 31, 32]. PCR primers and fluorescent labeling are summarized in Supplementary Table 5. For PCR amplifications, we used DNA isolated from colon tumors as well as healthy tissues (liver). PCR fragments were separated on a 3730 DNA analyzer (Applied Biosystems) following the manufacture’s protocol and the raw data were analyzed with GeneMapper 5 software. If the profiles of all markers are identical to those seen in normal tissues, the tumor is classified as microsatellite stable (MSS).

### Tumor preparation and flow cytometry

Colon tumors were dissected, cut into small pieces, and further dissociated into a single-cell suspension using the Mouse Tumor Dissociation Kit (Miltenyi Biotec, Bergisch Gladback, North Rhine-Westphalia, Germany) and a gentleMACS™ Octo Dissociator (Miltenyi Biotech), according to the manufacturer’s instructions. Digested tumors were filtered through 70 μM filters, washed with PBS, and then subjected to flow cytometry analysis. For each sample, red blood cells were removed using Red Blood Cell Lysis Solution (Miltenyi Biotech), and the remaining cells were treated with TruStain FcX™ PLUS blocking solution (BioLegend, San Diego, CA, USA). Cells were then analyzed with the Zombie Yellow Fixable Viability Kit (BioLegend) for live/dead staining and labelled using the following antibodies: PE/Dazzle™ 594 anti-CD45 (clone 30-F11), APC anti-CD3 (clone 17A2), APC/Cy7 anti-CD4 (clone RM4-5), Alexa Fluor® 700 anti-CD8a (clone 53–6.7), Brilliat Violet 421™ anti-CD11b (clone M1/70), PE anti-Ly6G/Ly6C (Gr-1) (clone RB6-8C5), all of which were purchased from BioLegend. Samples were acquired on a BD FACSymphony A5 High-Parameter Cell Analyzer (BD Biosciences).

### scRNA-seq

Colon tumors and adjacent normal tissues were collected and processed on the same day for scRNA-seq. Single-cell suspensions were prepared from tumor samples and normal colonic mucosa using the Tumor Dissociation Kit (Miltenyi Biotec) or with gentle TrypLE (Thermo Fisher Scientific) dissociation, respectively. Single live cells were isolated by flow cytometry, and 3’ gene expression libraries were generated using the Chromium Next GEM Single Cell 3’ Kit v3.1 (10 × Genomics, Pleasanton, CA, USA). These were then subjected to scRNA-seq as described previously [33]. In brief, single cells, reverse transcription (RT) reagents, gel beads containing barcoded oligonucleotides, and oil were loaded on a Chromium controller (10 × Genomics) to generate single-cell Gel Bead-in-Emulsions (GEMS) on which full length cDNA was synthesized and barcoded for each single cell. GEMS were then broken, and cDNAs from each single cell were pooled, cleaned up using Dynabeads MyOne Silane Beads (Invitrogen, Thermo Fisher Scientific), and amplified by PCR. The amplified products were then fragmented to an optimal size prior to end-repair, A-tailing, and adaptor ligation. The final library was sequenced on the Illumina Novaseq 6000 platform. All scRNA-seq data have been uploaded to GEO and are available at the accession number GSE213568.

### scRNA-seq data analysis

We used Seurat v4.0 [34] for scRNA-seq data processing and analysis. Cells were filtered to include only those with < 5% mitochondrial DNA, RNA counts between 250 and 30,000, and 250 to 5000 features. Doublets were removed using DoubletFinder [35], according to a recent benchmarking paper [36]. The homotypic proportion was estimated through unsupervised clustering using the Leiden algorithm [37]. To eliminate batch effects, MNNCorrect [38] and Seurat integration [34] were applied separately to the dataset with default parameters. MNNCorrect successfully grouped cell types together but left significant batch effects within clusters. Seurat integration grouped cell types together and successfully mixed batches. The remaining analysis was performed using the results from Seurat integration.

Optimal Uniform Manifold Approximation and Projection (UMAP) [39] parameters were determined using scDEED (manuscript under submission). Briefly, integrated data were clustered using the Leiden algorithm with resolution 2.5. Cells were annotated manually using markers found through Seurat’s FindAllMarkers. Note that besides the Leiden algorithm, the data were also clustered and annotated using the Louvain algorithm [40] at the same resolution. Based on marker analysis, some Louvain clusters contained multiple cell types, whereas the Leiden clusters displayed a more homogenous composition. Leiden clustering results were therefore used for final annotations and further analysis. Clusters with multiple unlikely cell type signatures and high ranking pANN scores from DoubletFinder (ranked in their original batch) were also removed.

DEGs were determined using the Wilcoxon Rank–Sum Test, MAST [41], and Clipper [42]. Analysis was restricted to genes with a log-fold change of at least 0.25 across two conditions. Correction for multiple testing in the Wilcoxon Rank–Sum Test and MAST was performed with the Benjamini–Hochberg method. Only genes found to be significant by all three methods were reported as DEGs. GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed with ClusterProfiler [43].

### Drug treatments

We began drug treatments in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice at 12–15 weeks of age, when intestinal tumors had been established. For single-agent therapy, mice were randomly assigned to receive either 250 μg anti-PD-L1 (clone 10F.9G2, BioXCell) or the same amount of IgG2b isotype control (clone LTF-2, BioXCell). Treatments were administered by i.p. injection every 3 days, for a total of six treatments. For combination therapy, mice were treated with DAC (1.0 mg/kg, i.p.) on Monday and anti-PD-L1 or control IgG2b on Thursday for 6 or 10 consecutive weeks in females and males, respectively.

### 3D tumor organoid culture

Colonic tumor organoids were cultured as described previously with some modifications [44]. Briefly, colon tumor tissues were minced and enzymatically digested with 1-mg/ml collagenase type IV (Gibco, Thermo Fisher Scientific) for 30 min at 37 °C, with intermittent shaking. Digested cell fragments were washed with cold washing buffer, containing Ham's F-12 Nutrient Mix, 5% FBS, 15-Mm HEPES, 2.5-μM Rock-inhibitor Y-27632, 2-mM L-glutamine, 1% penicillin/streptomycin, 0.25-µg/mL amphotericin B, 50-µg/mL gentamicin, and 100-μg/ml Primocin™, and then filtered through a 70-μm cell strainer. Dissociated cells were suspended in Matrigel® Matrix (Corning Inc, Corning, NY, USA) at equal amounts and plated in pre-warmed 24-well plates with WRNE culture medium, containing Wnt-3A, R-spondin 3, and Noggin. Media was changed every 3 days, and cells were passaged after 5–7 days. To enrich for tumorigenic organoids, after two passages, organoids were grown and maintained in NE medium, without Wnt-3A and R-spondin. For DAC treatment, organoids were exposed to various concentrations of DAC, ranging from 0.2 to 2 μM. Cell growth was monitored using the CellTiter-Glo 3D Cell Viability Assay (Promega, Madison, WI, USA) based on the amount of ATP present, according to the manufacturer’s instructions. Luminescence was detected with a GloMax Discover Microplate Reader (Promega).

### Statistical analysis

All statistical analyses were performed using GraphPad Prism v6. Quantitative DNA methylation and expression results are expressed as the mean ± standard error of the mean (SEM). Significance was determined using the two-tailed Student’s *t*-test or one way ANOVA of more than two groups, and *P* < 0.05 was considered statistically significant.

## Results

### Engineered *p16* epimutation recapitulates key features of age-associated epigenetic silencing

We previously generated a mouse model of *p16* epimutation through targeted knock-in of a 140-bp *Alu*-related DNA sequence (*cis*-element) that facilitates the spread of DNA methylation at promoter CpG islands (CGIs) in *cis* [13, 20]. Here, to validate our approach for modeling age-associated epigenetic events, we generated primary mouse embryonic fibroblasts (MEFs) from *cis*- or control (ctr)-element knock-in mice. We mapped DNA methylation patterns in an approximately 1 kb region at *p16* promoter and determined whether engineered *p16* epimutation leads to spontaneous immortalization of primary MEFs resulting from loss of *p16* function. Indeed, as measured during cell passaging, we observed initial methylation seeding within the *cis-*element, followed by increased methylation gradually spreading toward the endogenous *p16* promoter at later passages (Fig. 1A). Consistent with these observations, this increase in *p16* promoter methylation results in transcriptional suppression of *p16* in *cis*-element knock-in MEFs (*cis*-MEF), and these cells can be expanded well beyond the senescence checkpoint (*i.e*., at eight passages when ctr-MEFs are senescent; Fig. 1B). Furthermore, using whole genome bisulfite sequencing (WGBS) for a comprehensive DNA methylation profiling, we showed that *cis*-element-mediated approach specifically induces *p16* promoter hypermethylation; for example, the neighboring *p19*^*Arf*^ (*p14*^*Arf*^ in humans) and *p15*^*Ink4b*^ promoters, located > 11 kb and > 27 kb away, respectively, were not affected (Fig. 1C).

**Fig. 1:**
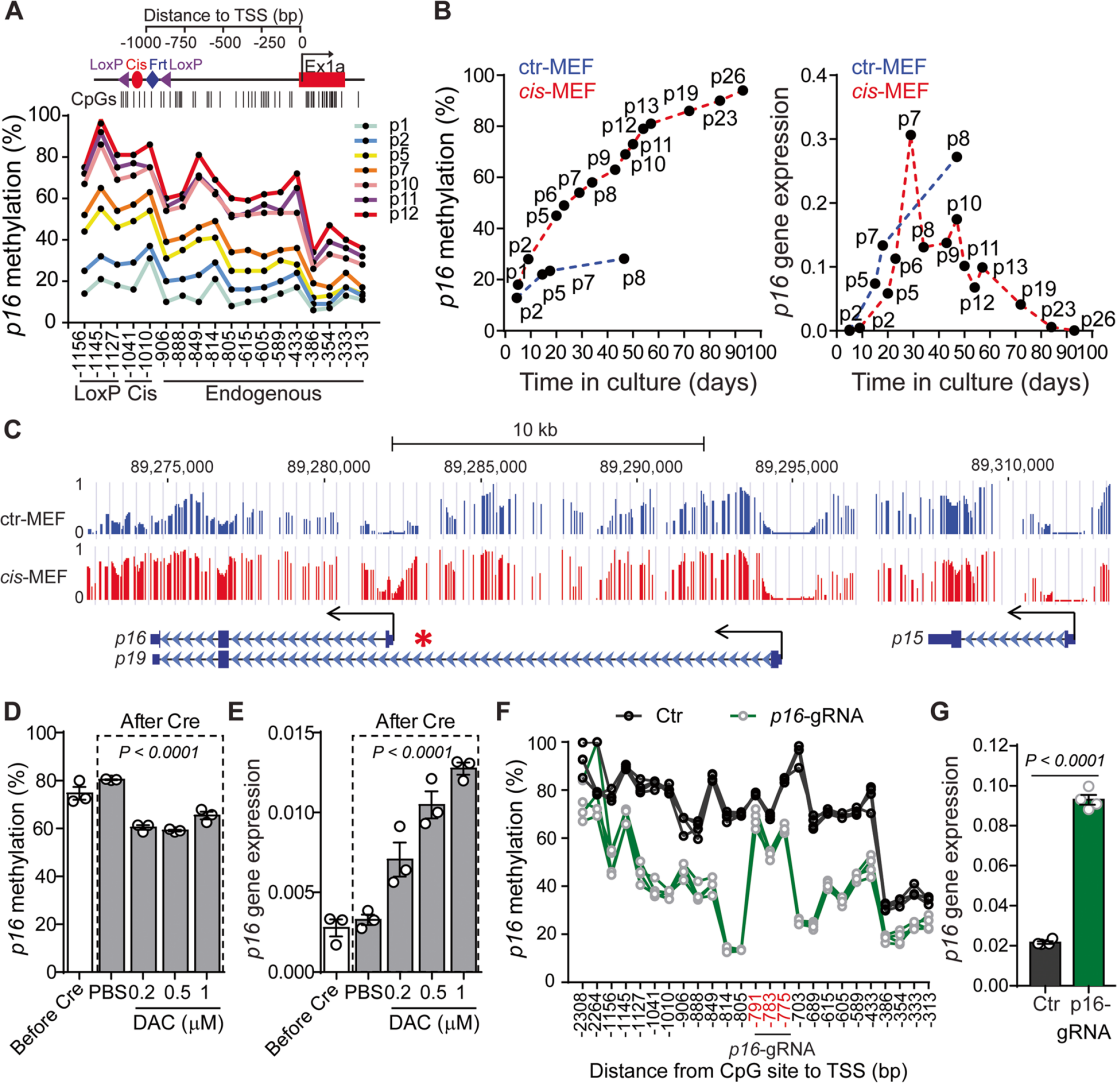
Engineered *p16* epimutation recapitulates key features of age-associated epigenetic silencing. **A** *p16* DNA methylation profiles in *cis*-MEF following serial passaging (p). A schematic of the *p16* promoter of the *cis*-element knock-in allele with the CpG maps is shown. **B** Kinetics of *p16* promoter methylation and mRNA expression in ctr-MEF and *cis*-MEF. Methylation levels were averaged from CpGs from − 814 bp to − 589 bp relative to the TSS. Note that *cis*-MEF cells grew for more than 25 passages; in contrast, the controls (ctr-MEF) entered growth arrest at passage 8 (p8) via *p16* up-regulation. The *p16* gene expression is relative to *β–actin.* **C** UCSC Genome Browser tracks showing the DNA methylation status of *p16*, *p19*, and *p15* in the INK4/ARF locus on chromosome 4. The chromosomal coordinates are annotated on the top. The WGBS tracks show DNA methylation profiling in ctr-MEF (p7) and cis-MEF (p10). The height of each bar represents the methylation level of an individual CpG between 0 and 1 (100%). Promoters are indicated by angled arrows, and the knock-in location is indicated by an asterisk. **D** Comparisons of *p16* promoter methylation in *cis*-MEF before and after Ad-Cre mediated *cis*-element excision with increasing doses of DAC. The culture passage number of *cis*-MEF is at p23. **E** Side-by-side comparisons of *p16* expression in *cis*-MEF under the same conditions as (**D**). For (**D)** and (**E**), data are shown as mean ± SEM with individual values from three independent experiments. *P* values were determined by a one-way ANOVA test. **F** dCas9-SunTagTET1-mediated targeted demethylation of *p16* in *cis*-MEF. *p16*-gRNA indicates GFP-positive cells treated with a *p16*-specific gRNA that binds the promoter region from − 792 bp to − 769 bp relative to the TSS. Ctr indicates GFP-negative cells without targeted demethylation. Data are shown from three independent experiments. **G** Targeted promoter demethylation resulted in *p16* gene reactivation. The culture passage number of *cis*-MEF is at p23. *P* values were determined by a two-tailed Student’s *t*-test

Next, to rule out the possibility that *p16* methylation is secondary to gene silencing (*e*.*g*., the *cis*-element recruits other silencers), we used adenovirus-Cre (Ad5CMVCre, referred to hereafter as Ad-Cre) to remove the *loxP*-flanked *cis*-element in *cis-*MEFs. We found that both *p16* promoter methylation (Fig. 1D) and gene silencing (Fig. 1E) are stably maintained, even two months after *cis*-element removal. In addition, treatment with the hypomethylating agent 5-aza-2’-deoxycytidine (DAC) restores *p16* expression in a dose-dependent manner. We then applied the CRISPR method [24] and used the dCas9-SunTagTET1 system to selectively demethylate DNA at the *p16* promoter. Remarkably, we found that one *p16*-specific sgRNA (*p16*-gRNA) induces greater demethylation at neighboring CpGs (*i.e*., within 200 bp of the *p16*-gRNA target site) than treatment with DAC at the standard dose of 0.5 µM (Fig. 1F). Interestingly, methylation levels at CpGs within the *p16*-gRNA-binding site are unchanged in *p16-*gRNA-transfected MEFs, perhaps because they are inaccessible to the TET1 demethylase. Nevertheless, selective CRISPR-mediated promoter demethylation also induces *p16* expression (Fig. 1G). These results demonstrate that our approach successfully models *p16* epimutation in which the *p16* gene activity is directly controlled by the engineered promoter methylation.

### *p16* epimutation cooperates with *Apc* mutation to drive adenoma–carcinoma progression

To further characterize the effects of engineered *p16* epimutation in vivo, we focused on the intestine which represents the most rapidly renewing tissue. To assess changes in DNA methylation during normal aging, we generated *p16*^*cis/*+^ mice carrying the *cis*-element knock-in at one allele and used forward primers specific for knock-in or WT sequences to measure *p16* promoter methylation at each allele separately. As shown in Fig. 2A, we found that age-dependent *p16* promoter methylation is markedly accelerated by the *cis*-element within intestinal tissues. Moreover, this *p16* promoter hypermethylation exhibits a clonal expansion pattern (Fig. 2B). Because methylation was measured at the whole-tissue level, this result indicates that de novo methylation accumulates in long-lived intestinal stem cells. We hypothesized that the clonal expansion of *p16* methylation with age may provide selective advantages for subsequent accumulation of molecular changes to promote colon cancer development.

**Fig. 2:**
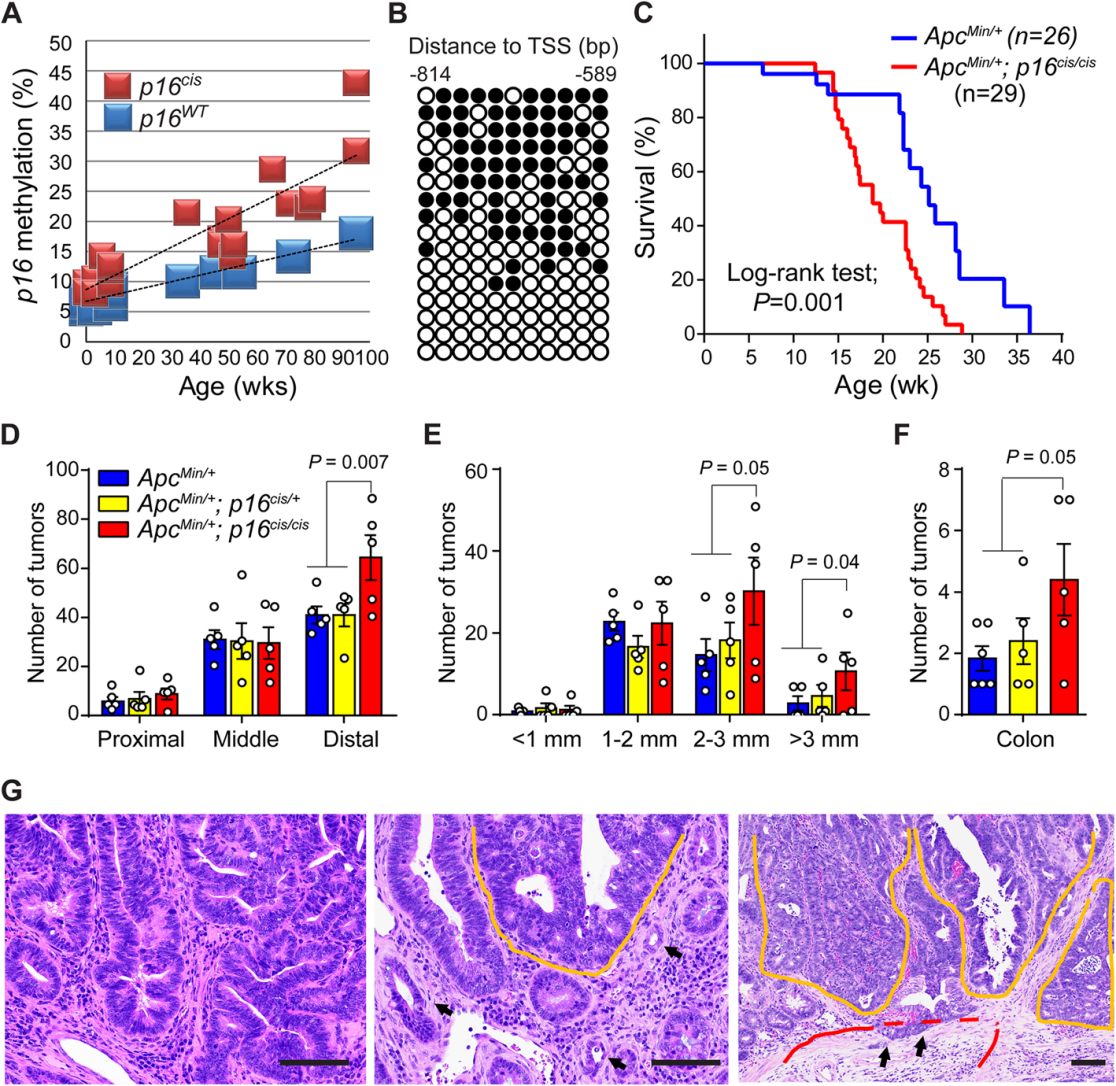
Age-dependent *p16* epimutation cooperates with *Apc* mutation to promote colon cancer. **A** Accelerated methylation of *p16*^*cis*^ alleles compared with *WT* alleles in intestinal tissues during aging as determined by bisulfite pyrosequencing. **B** Bisulfite PCR, cloning, and sequencing show a clonal expansion pattern associated with *p16* promoter hypermethylation in aged intestines. Each row represents a single sequenced molecule. Black and white circles represent methylated and unmethylated CpGs, respectively. **C** The addition of *p16* epimutation in *Apc*-mutant mice shortened survival. Survival was compared using the Kaplan–Meier method in *Apc*^*Min/*+^ mice (10 males and 16 females) and *Apc*^*Min/*+^*; p16*^*cis/cis*^ mice (15 males and 14 females). **D** At 15 wk of age, *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice developed more tumors in the distal small intestines compared to *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/*+^ mice. **E** Tumor number vs. size in the distal small intestines. **F** More colon tumors were found in the *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice at 15 wk of age compared to the other two groups. For figures (**D**–**F**), data are mean ± SEM with individual values. *P* values were determined by a two-tailed Student’s *t*-test. **G** H&E staining of the colon tumor sections revealed histologic features of malignant transformation in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. Yellow lines indicate tubular adenomas with extensive high-grade dysplasia, and arrows indicate focally invasive adenocarcinoma. Scale bars: 100 μm

To then test the functional requirement for *p16* epimutation in intestinal tumorigenesis, we bred the *p16*^*cis*^ allele into *Apc*^*Min/*+^ mice to generate the following groups of animals: (1) *Apc*^*Min/*+^ (control), (2) *Apc*^*Min/*+^; *p16*^*cis/*+^ (*p16* epimutation at one allele), and (3) *Apc*^*Min/*+^; *p16*^*cis/cis*^ (*p16* epimutation at both alleles). As shown in Fig. 2C, we found that *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice display significantly shortened overall survival compared to *Apc*^*Min/*+^ mice (median 18 *vs*. 25 wk; *P* = 0.001). To further determine the cause of this early mortality in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice, we assessed the whole bowel tumor formation under a dissecting microscope (Fig. S1A). Notably, we detected a greater number of tumors within the distal regions of the small intestine in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice than in both *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/*+^ mice at 15 wk of age (Fig. 2D). Moreover, tumors in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice were found to be significantly larger than those in *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/*+^ mice (Fig. 2E). Interestingly, we also observed a twofold increase in tumor number within the colons of *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice relative to the other two groups (Fig. 2F). Histological analysis further revealed a substantially increased incidence of high-grade dysplasia and intramucosal carcinoma in colons from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice relative to *Apc*^*Min/*+^ mice (71% *vs*. 33%). In addition, *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice display aggressive pathological features, such as focal invasion of muscularis mucosa, a hallmark of malignancy that is not present in *Apc*^*Min/*+^ mice (Fig. 2G, Fig. S1B-C). Collectively, these observations from our in vivo model system demonstrate a direct pathogenic role for age-dependent *p16* epimutation in CRC development.

### *p16* epimutation in *Apc*-mutant colon tumors induces proinflammatory immune responses

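Colonic mucosa of 9 mice at 15 wk of age was profiled by RNA-seq, with 5 ApcMin/+ mice (2 females and 3 males) and 4 ApcMin/+; p16cis/cis mice (3 females and 1 male). ApcMin/+ mice carry a germline mutation of Apc that initiates intestinal adenomas, and the p16cis allele adds DNA methylation at the p16 promoter. The methods name extraction from colonic crypts, BGISEQ-500 sequencing, alignment with BOWTIE2, gene levels from RSEM and testing with DESeq2. The authors deposited a table of normalized counts for 54146 genes, in which each mouse's counts are divided by a size factor. Every positive value was a whole multiple of the smallest positive value of its column (100% of the values), so the reads behind each value were recovered. Between 13523500 and 17885918 reads per mouse were counted on genes, with a median of 16838756 in ApcMin/+ mice and 14229260 in ApcMin/+; p16cis/cis mice. Every ApcMin/+; p16cis/cis mouse had fewer reads on genes than every ApcMin/+ mouse (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 4 allow). Mitochondrial genes took 12.0% ± 2.87 of the reads (SD, n = 5) in ApcMin/+ mice and 24.2% ± 4.41 (SD, n = 4) in ApcMin/+; p16cis/cis mice, again without overlap (exact permutation test, two-sided, p = 0.00794). The female transcript Xist had normalized counts of at least 6021 in the 5 females and at most 24.0 in the 4 males, and the Y-linked gene Kdm5d had at most 3.01 in the females and at least 653 in the males, as the sex labels state. The libraries were distinct, since at least 20964 genes had different read counts in any pair of mice.

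The genotypes were compared with limma (trended variances) on log2(normalized count + 1), over the 14410 genes with a normalized count of at least 10 in at least 4 mice. Fold changes are on this scale, which understates the change of genes with low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2, the thresholds in the legend of Fig. 3A, and the Bonferroni adjustment named in the methods was computed beside it. The count tests of DESeq2 and edgeR were run on the recovered reads as alternatives. Sex was not balanced between the genotypes, and fits with sex as a covariate were also made.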

To identify genes regulated by *p16* epimutation that contribute to intestinal tumorigenesis, we performed RNA sequencing analysis (RNA-seq) and compared transcriptome profiles of colonic mucosa from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice with those from *Apc*^*Min/*+^ mice at 15 wk of age. From this analysis, we identified a total of 103 differentially expressed genes (DEGs), including 77 downregulated and 26 up-regulated genes (Fig. 3A). 

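Of the 14410 genes tested, 501 were differentially expressed by limma with Benjamini-Hochberg adjustment, with 237 lower and 264 higher in ApcMin/+; p16cis/cis mice. With Bonferroni adjustment 19 genes remained, 15 lower and 4 higher. Without the fold change threshold, 2434 genes had a Benjamini-Hochberg adjusted p-value under 0.05. In 362 of the 501 genes the lowest mouse of one genotype was above the highest of the other. Over all genes tested 16.2% were separated in this way, against 1.59% by chance. The DESeq2 Wald test on the recovered reads called 430 genes lower and 296 higher, and 91 lower and 62 higher with Bonferroni adjustment over the 29936 genes with a p-value. The edgeR quasi-likelihood test called 239 lower and 210 higher. With the mitochondrial share of reads as a covariate, an alternative chosen after seeing the data, 0 genes were called and 798 had an unadjusted p-value under 0.05. Genotype took up 78.1% of the variance of that share between mice, so the covariate and the genotype were close to inseparable.

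Among the largest falls without overlap between the genotypes were those of Cyp3a44, Cyp4b1, Acaa1b and Angptl4. Cyp4b1 (ENSMUSG00000028713.17), a cytochrome P450 gene on chromosome 4 of GRCm38 from 115624725 to 115647723, fell from a normalized count of 1455 ± 942 (SD, n = 5) to 115 ± 38.6 (SD, n = 4). Its log2 fold change was -3.45 (standard error 0.43, Benjamini-Hochberg adjusted p = 0.00166 from limma). Cyp3a44 had a normalized count of 15.4 ± 5.29 (SD, n = 5) in ApcMin/+ mice and at most 1 read in any ApcMin/+; p16cis/cis mouse. The log2 fold change of Angptl4 was -3.32 (standard error 0.70, Benjamini-Hochberg adjusted p = 0.0104 from limma). It was -2.69 with sex as a covariate (adjusted p = 0.0183 from limma) and -1.63 in females alone (adjusted p = 0.0884 from limma). With the mitochondrial share as a covariate it was -0.78 (adjusted p = 0.932 from limma). The 5 largest rises without overlap were all in processed pseudogenes, whose reads can be shared with their parent genes, with log2 fold changes from 5.10 to 5.63. The first of them, Rpl28-ps1 (ENSMUSG00000058603.10, chromosome 1 of GRCm38 from 128038569 to 128038982), had a Benjamini-Hochberg adjusted p of 0.00745 from limma and of 0.0622 from the DESeq2 Wald test. Its normalized count was 486 in ApcMin/+ replicate 4, between 1.95 and 21.6 in the other ApcMin/+ mice, and between 789 and 1491 in ApcMin/+; p16cis/cis mice. Pseudogenes made up 20.1% of the genes called higher and 2.35% of the genes tested.

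**Figure D2:**
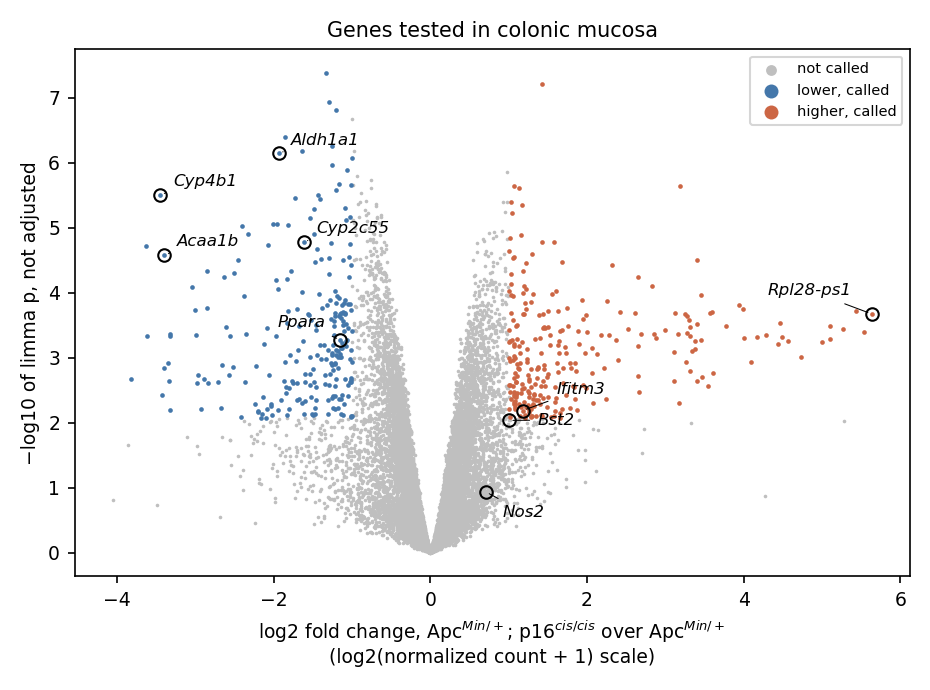
Log2 fold change of each of the 14410 genes tested (horizontal axis, ApcMin/+; p16cis/cis over ApcMin/+ mice on the log2(normalized count + 1) scale) against −log10 of its limma p-value before adjustment (vertical axis). Colored points are the 237 genes called lower and the 264 called higher, and circles mark named genes. Rpl28-ps1 lies farthest to the right, and Nos2 and Bst2 lie among the genes not called.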

Gene Ontology (GO) analysis of downregulated DEGs revealed enrichment of terms associated with cellular metabolic processes, particularly those involved in fatty acid and lipid metabolism (Fig. 3B). 

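Each of the 4 genes of fatty acid oxidation that the paper names was lower in every ApcMin/+; p16cis/cis mouse than in every ApcMin/+ mouse (exact permutation test, two-sided, p = 0.00794 for each). Aldh1a1 (ENSMUSG00000053279.7, chromosome 19 of GRCm38 from 20492715 to 20643465) had a normalized count of 3763 ± 1366 (SD, n = 5) in ApcMin/+ mice and 946 ± 130 (SD, n = 4) in ApcMin/+; p16cis/cis mice. Its log2 fold change was -1.93 (standard error 0.21, Benjamini-Hochberg adjusted p = 0.00102 from limma). Of the 4 genes Aldh1a1 alone also passed Bonferroni adjustment in limma (adjusted p = 0.0102). It did not pass with ApcMin/+; p16cis/cis replicate 2, 3 or 4 left out (0.0724, 0.0921 and 0.0923), and passed with any other mouse left out. In the DESeq2 Wald test Aldh1a1, Cyp2c55 and Acaa1b passed it (adjusted p = 1.5e-14, 3.91e-08 and 0.00015) and Ppara did not (0.297). Cyp2c55 (ENSMUSG00000025002.5, chromosome 19 from 39007019 to 39042693) fell from 22009 ± 8023 (SD, n = 5) to 6923 ± 1373 (SD, n = 4), with a log2 fold change of -1.62 (standard error 0.24, Benjamini-Hochberg adjusted p = 0.0026 from limma). Acaa1b (ENSMUSG00000010651.4, chromosome 9 from 119148023 to 119157093) fell from 326 ± 241 (SD, n = 5) to 24.7 ± 8.88 (SD, n = 4), with a log2 fold change of -3.39 (standard error 0.52, Benjamini-Hochberg adjusted p = 0.00321 from limma). Acaa1b has the close paralog Acaa1a, and Cyp2c55 belongs to a gene family, so the counting could have split reads between family members. Ppara (ENSMUSG00000022383.13, chromosome 15 from 85734983 to 85802819) fell from 220 ± 52.8 (SD, n = 5) to 101 ± 31.9 (SD, n = 4), with a log2 fold change of -1.15 (standard error 0.25, Benjamini-Hochberg adjusted p = 0.0111 from limma). With each mouse left out in turn, the log2 fold changes stayed between -2.04 and -1.75 for Aldh1a1, -1.73 and -1.45 for Cyp2c55, -3.70 and -3.07 for Acaa1b, and -1.32 and -0.93 for Ppara. In females alone, 2 against 3, the adjusted p of Ppara was 0.0558. With the mitochondrial share of reads as a covariate, an alternative chosen after seeing the data, the log2 fold changes of the 4 genes were between -2.38 and -0.67, and none was called (Benjamini-Hochberg adjusted p between 0.848 and 0.861 from limma).

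**Figure D3:**
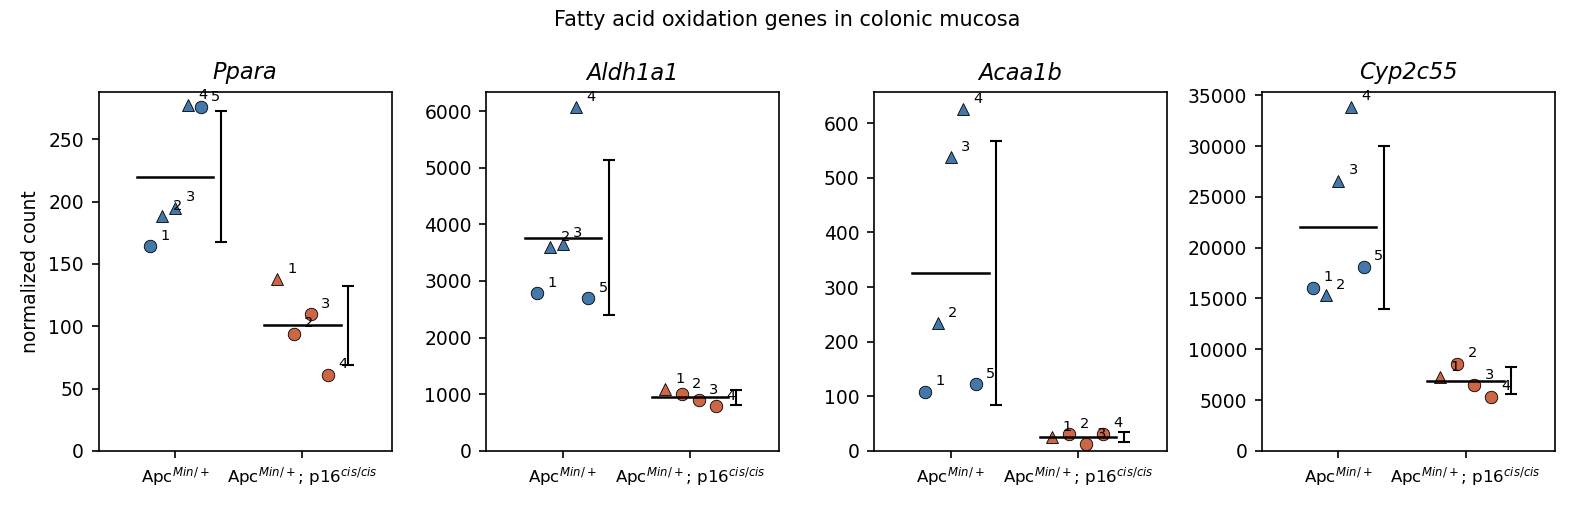
Normalized counts (vertical axes) of Ppara, Aldh1a1, Acaa1b and Cyp2c55 in each mouse of both genotypes (horizontal axes). Circles are females, triangles are males, small numbers are replicate numbers, horizontal lines are means and error bars are SD, with n = 5 ApcMin/+ and n = 4 ApcMin/+; p16cis/cis mice. In all 4 genes the ApcMin/+; p16cis/cis mice lie below every ApcMin/+ mouse, and ApcMin/+ replicate 4 has the highest count of Aldh1a1 (6072).

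Because the GO term sets of DAVID were not used here, lists of genes written before the values were examined took their place. Their themes came from the terms the paper reports for these same mice, so they are not independent of its results. Of the genes called lower, 19 of 237 belonged to a list of fatty acid and lipid metabolism genes, of which 85 were among the 14410 tested. This was a 13.6-fold enrichment (Fisher's exact test, one-sided, p = 1.00e-16). A list of xenobiotic metabolism genes, of which 55 were tested, held 18 of the 237 (19.9-fold, Fisher's exact test, one-sided, p = 3.40e-19). The lists overlap, and Aldh1a1 and Cyp2c55 were among the genes counted in both, so the enrichments are not independent. Ppara, Aldh1a1, Acaa1b and Cyp2c55, which the paper reports as lower, were all among the lipid genes counted. Without these genes the enrichment of the lipid list was 11.3-fold (Fisher's exact test, one-sided, p = 3.48e-12). With the Reactome set of fatty acid, triacylglycerol and ketone body metabolism in place of the lipid list, the enrichment was 2.25-fold (Fisher's exact test, one-sided, p = 0.149). In the lipid list 70 genes were lower and 15 higher. Adjusted over the list alone by Benjamini-Hochberg, 41 of its genes were lower and 4 higher at an adjusted p-value under 0.05 from limma, against 33 and 3 when adjusted over all genes tested. The median log2 fold change was -0.43 for both lists (limma camera, Benjamini-Hochberg over 3 lists, adjusted p = 3.06e-10 for the lipid list and adjusted p = 3.67e-06 for the xenobiotic list). Camera takes little account of genes that vary together from mouse to mouse. With the correlation estimated from the data both adjusted p-values were 0.217, and 16 and 11 of 100 splits of the 9 mice gave as small a camera p. At the level of mice, the mean deviation of the lipid list from each gene's overall mean was 0.26 ± 0.32 (SD, n = 5) in ApcMin/+ mice and -0.33 ± 0.10 (SD, n = 4) in ApcMin/+; p16cis/cis mice (exact permutation test, two-sided, p = 0.0238). The xenobiotic list gave 0.27 ± 0.24 (SD, n = 5) and -0.33 ± 0.09 (SD, n = 4), the most extreme of the 126 splits (exact permutation test, two-sided, p = 0.00794). Sex was not balanced, and among ApcMin/+ mice the lipid list scored -0.04 and -0.01 in females and 0.15 to 0.70 in males. The median log2 fold changes of the lipid and xenobiotic lists were -0.34 and -0.33 with sex as a covariate. In females alone they were smaller, -0.24 and -0.21.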

We then validated our RNA-seq data by quantitative reverse transcription (qRT)-PCR and confirmed that the genes involved in fatty acid oxidation (*i.e., Ppara*, *Aldh1a1*, *Acaa1b*, and *Cyp2c55*) have significantly reduced expression in *Apc*^*Min/*+^; *p16*^*cis/cis*^ compared to *Apc*^*Min/*+^ mice (Fig. 3C). Interestingly, for the up-regulated DEGs, we detected striking enrichment (50-fold increase) in IFN-γ responsive genes (Fig. 3B). Indeed, qRT-PCR confirmed that expression levels of IFN-γ-stimulated genes, including *Nos2*, *Bst2*, *Ifitm3*, and *Stat1*, are significantly increased in colonic mucosa from *Apc*^*Min/*+^; *p16*^*cis/cis*^ relative to *Apc*^*Min/*+^ mice (Fig. 3D).

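The list of IFN-γ response genes was written before the values were examined, with the paper's own IFN-γ result known. Of the 264 genes called higher, 5 belonged to this list, of which 87 genes were tested. This was a 3.14-fold enrichment (Fisher's exact test, one-sided, p = 0.0218). The 5 genes, named after their values were seen, were Batf2, Ifitm3, Mx1, Psmb8 and Zbp1. None of the genes called lower belonged to the list. With sex as a covariate 0 list genes were among the genes called higher, and the enrichment was also 0 without ApcMin/+; p16cis/cis replicate 2, without ApcMin/+; p16cis/cis replicate 3 and with the Reactome set of interferon gamma signaling. It was higher without a filter on low values (6.57-fold, Fisher's exact test, one-sided, p = 0.00102) and with at least 10 reads in every mouse (6.11-fold, Fisher's exact test, one-sided, p = 0.000437). It was highest with the replicate number as a block (8.32-fold, Fisher's exact test, one-sided, p = 1.94e-08), although same-numbered mice are different animals. The enrichment kept significance in 5 of 26 alternatives. The DESeq2 Wald test gave 1.98-fold (Fisher's exact test, one-sided, p = 0.194). Nos2, Bst2 and Ifitm3 are IFN-γ-stimulated genes that the paper measured by qRT-PCR, and of these Ifitm3 was called. Ifitm3 (ENSMUSG00000025492.6, chromosome 7 of GRCm38 from 141009586 to 141010770) had a normalized count of 501 ± 159 (SD, n = 5) in ApcMin/+ mice and 1227 ± 769 (SD, n = 4) in ApcMin/+; p16cis/cis mice, with a log2 fold change of 1.18 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.0428 from limma). It belongs to a family of similar genes between which reads could be split, and its adjusted p stayed under 0.05 in 11 of 23 alternatives. It was 0.103 with sex as a covariate and 0.0636 with edgeR and TMM. Bst2 (ENSMUSG00000046718.8, chromosome 8 from 71534255 to 71537456) had 218 ± 83.6 (SD, n = 5) and 430.5 ± 176 (SD, n = 4), with a log2 fold change of 1.00 (standard error 0.32). Its Benjamini-Hochberg adjusted p was 0.0529 from limma and 0.0147 from the DESeq2 Wald test. Nos2 (ENSMUSG00000020826.8, chromosome 11 from 78920787 to 78960254) rose by less than the spread between mice. Its log2 fold change was 0.71 (standard error 0.42, Benjamini-Hochberg adjusted p = 0.262 from limma). In exact permutation tests of the single genes, two-sided, p was 0.0159 for Ifitm3, 0.0317 for Bst2 and 0.214 for Nos2. From the enrichment of IFN-γ responsive genes among its up-regulated DEGs the paper went on to qRT-PCR of IFN-γ-stimulated genes in the mucosa.

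**Figure D4:**
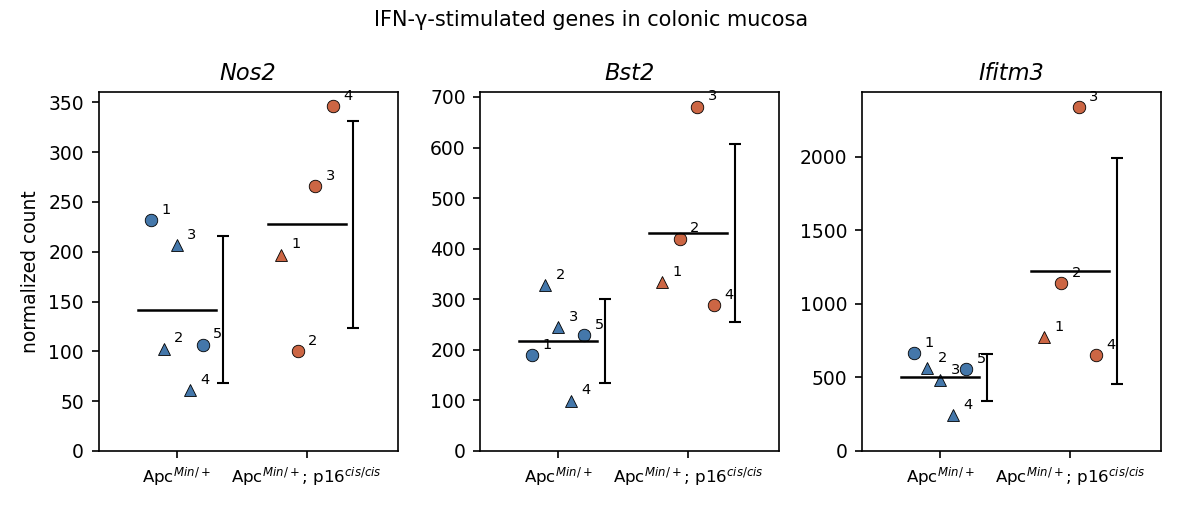
Normalized counts (vertical axes) of Nos2, Bst2 and Ifitm3 in each mouse of both genotypes (horizontal axes). Circles are females, triangles are males, small numbers are replicate numbers, horizontal lines are means and error bars are SD, with n = 5 ApcMin/+ and n = 4 ApcMin/+; p16cis/cis mice. ApcMin/+; p16cis/cis replicate 3 has the highest counts of Bst2 and Ifitm3, and ApcMin/+ replicate 4 the lowest counts of all 3 genes.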

**Fig. 3:**
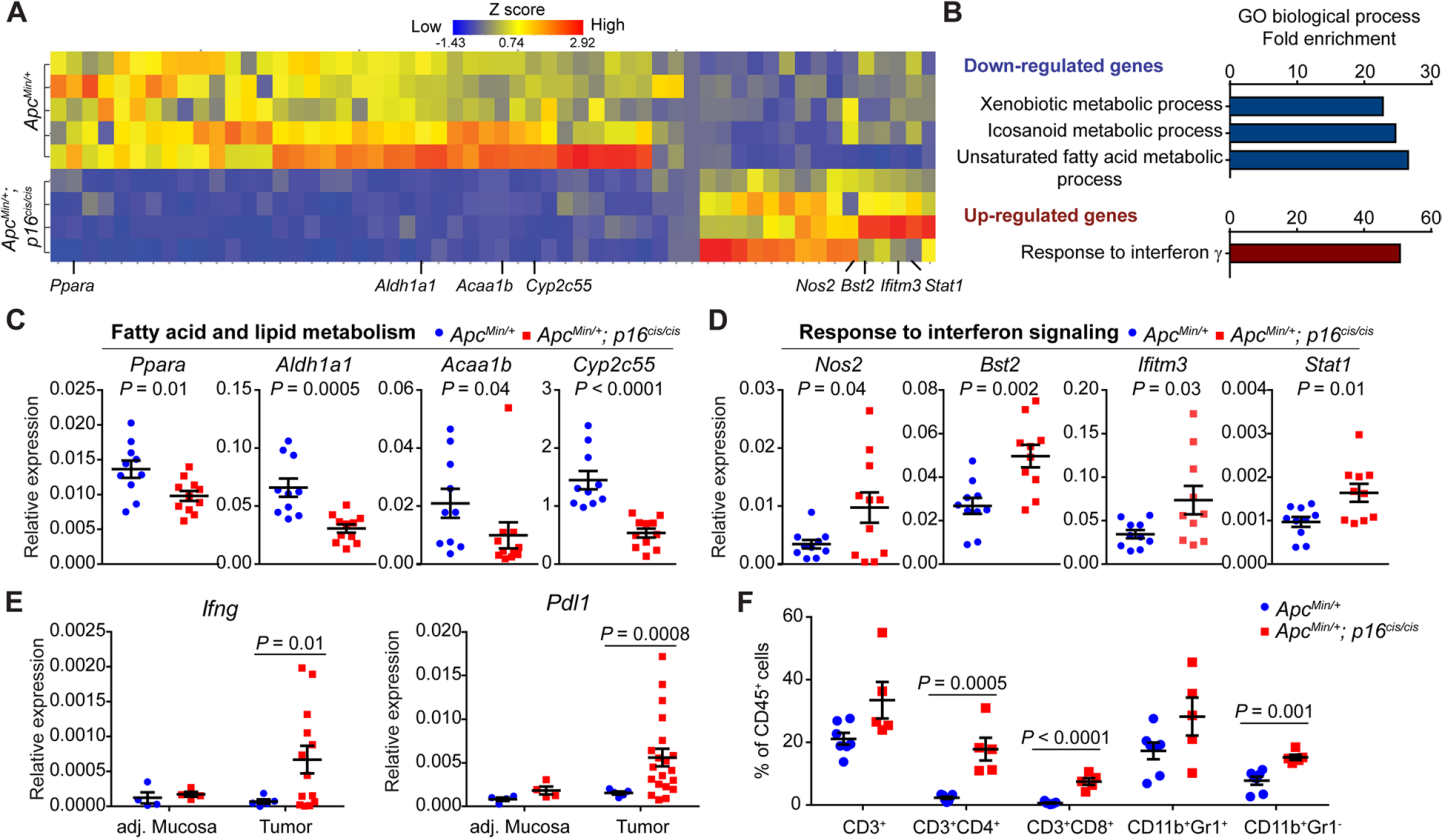
*p16* epimutation promotes inflammatory immune responses in *Apc* mutant colon tumors. **A** Heatmap of DEGs identified by RNA-seq in the normal-appearing colonic mucosa of *Apc*^*Min/*+^ ; *p16*^*cis/cis*^ mice compared with *Apc*^*Min/*+^ mice. We used DESeq2 for DEG analysis with a fold change of > 2 and multiple-testing adjusted *P* value < 0.05. **B** DAVID functional GO analysis of down- and up-regulated DEGs. Significantly enriched terms (FDR < 0.05) are shown. **C** Down-regulation of genes involved in fatty acid and lipid metabolism was confirmed by qRT-PCR. **D** Up-regulation of IFN-γ-stimulated genes in colonic mucosa from *Apc*^*Min/*+^ ; *p16*^*cis/cis*^ compared to *Apc*^*Min/*+^ mice. **E** Up-regulation of *Ifng* and *Pdl1* in mouse colon tumors with *p16* epimutation. **F** Flow cytometric analysis of tumor-infiltrating immune cells. CD4^+^ and CD8^+^ T cells, as well as monocytes (CD11b + Gr1-), increased in *Apc*^*Min/*+^ ; *p16*^*cis/cis*^ colon tumors compared to those from *Apc*^*Min/*+^ mice. For figures (**C**–**F**), data are shown as mean ± SEM with individual values. *P* values were determined by a two-tailed Student’s *t*-test

Sustained IFN-γ signaling is known to upregulate expression of the immune checkpoint protein PD-L1, which suppresses T cell responses through binding to its ligand, programmed cell death protein 1 (PD-1). We therefore measured the expression levels of *Ifng*, *Pdl1*, and *Pd1* in both colon tumors and adjacent normal mucosa from *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. Consistent with our RNA-seq data, both *Ifng* and *Pdl1* were found to be specifically up-regulated in colon tumors from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice (Fig. 3E). In contrast, no appreciable difference in *Pd1* expression between the two groups was detected. To evaluate the clinical significance of these observations, we analyzed human CRC data from The Cancer Genome Atlas (TCGA) and found a weak but significant positive correlation between *p16* epimutation and *PDL1* mRNA expression (*n* = 633, R = 0.21, *P* = 0.00004 by Spearman’s rank correlation test) (Fig. S2A). Interestingly, the correlation becomes more prominent in *KRAS* WT CRCs (*n* = 329, R = 0.31, *P* = 0.000005 by Spearman’s rank correlation test) (Fig. S2B), as well as in a subset of *KRAS* WT CRCs with *APC* mutation (*n* = 161, R = 0.23, *P* = 0.003 by Spearman’s rank correlation test) (Fig. S2C).

We next compared the immune cell profiles in *Apc*^*Min/*+^ and *Apc*^*Min/*+^; *p16*^*cis/cis*^ colon tumors using flow cytometry. Previous studies have reported that although *Apc*^*Min/*+^ mice have defects in hematopoietic stem cells, they show no intestinal inflammation or major alterations in intestinal immune function relative to WT mice [45, 46]. Consistent with the previous report [46], we detected similarly low frequencies of CD3^+^CD4^+^ and CD3^+^CD8^+^ T cells in *Apc*^*Min/*+^ colon tumors (average of 2.3% and 0.6%, respectively). Conversely, we found that both CD3^+^CD4^+^ and CD3^+^CD8^+^ T cells are significantly increased in *Apc*^*Min/*+^; *p16*^*cis/cis*^ colon tumors (average of 17.8% and 7.5%, respectively) (Fig. 3F). In addition, frequencies of monocyte-derived myeloid-lineage cells (CD11b^+^Gr1^+^ and CD11b^+^Gr1^−^) were found to be increased approximately twofold in *Apc*^*Min/*+^; *p16*^*cis/cis*^ colon tumors. Furthermore, we tested for MSI by PCR in colon tumors from *Apc*^*Min/*+^ and *Apc*^*Min/*+^*; p16*^*cis/cis*^ mice. Using a set of five repeat markers, we found that all the tumors analyzed (*n* = 6) were microsatellite stable (Fig. S3). Thus, the immune phenotype in our mouse colon cancer model is independent of MSI. Together, these observations indicate that *p16* epimutation may modulate TME by activating immune-related pathways to promote malignancy of *Apc*-mutant colon cancer.

### scRNA-seq reveals immunosuppressive T cell subtypes during tumor development

Therefore, to comprehensively characterize immune function within the TME in these animals, we performed scRNA-seq on *Apc*^*Min/*+^; *p16*^*cis/cis*^ colon tumors. Because tumor size is associated with malignant histology and nuclear grade, we divided the tumors into two groups: small, early-stage lesions (median diameter = 1.7 mm, *n* = 4) and larger, late-stage larger tumors (median diameter = 4.0 mm, *n* = 7). As a control, we also analyzed cells from adjacent normal colonic mucosa (*n* = 4). After quality filtering and doublet removal, a total of 85,347 cells were analyzed. Based on expression of canonical markers, we identified 11 transcriptionally distinct cell types, including epithelial cells, T cells, B cells, NK cells, neutrophils, monocytes, plasmacytoid (p)DCs, plasma cells, red blood cells, mast cells, and stromal cells (Fig. 4A and Fig. S4). As expected, we found that the expression of *Ifng* is largely restricted to T cells, whereas *Pdl1* is expressed in multiple cell types, including neutrophils and monocytes (Fig. S5). We also detected almost all immune cell types within each individual tumor lesion; however, these immune cell clusters were found to be present in significantly different proportions in early- *vs*. late-stage tumor lesions (Fig. 4B). B cells are the most common cell type in early-stage tumors (56% of 27,945 cells analyzed) but markedly decreased in late-stage tumors (14% of 47,687 cells analyzed). In addition, we detected a rapid expansion of monocytes in late-stage tumors (30% in late-stage tumors *vs*. 10% in early-stage tumors). In contrast, T- cell abundance was found to be relatively unchanged during tumor progression (15% in early-stage tumors and 18% in late-stage tumors).

**Fig. 4:**
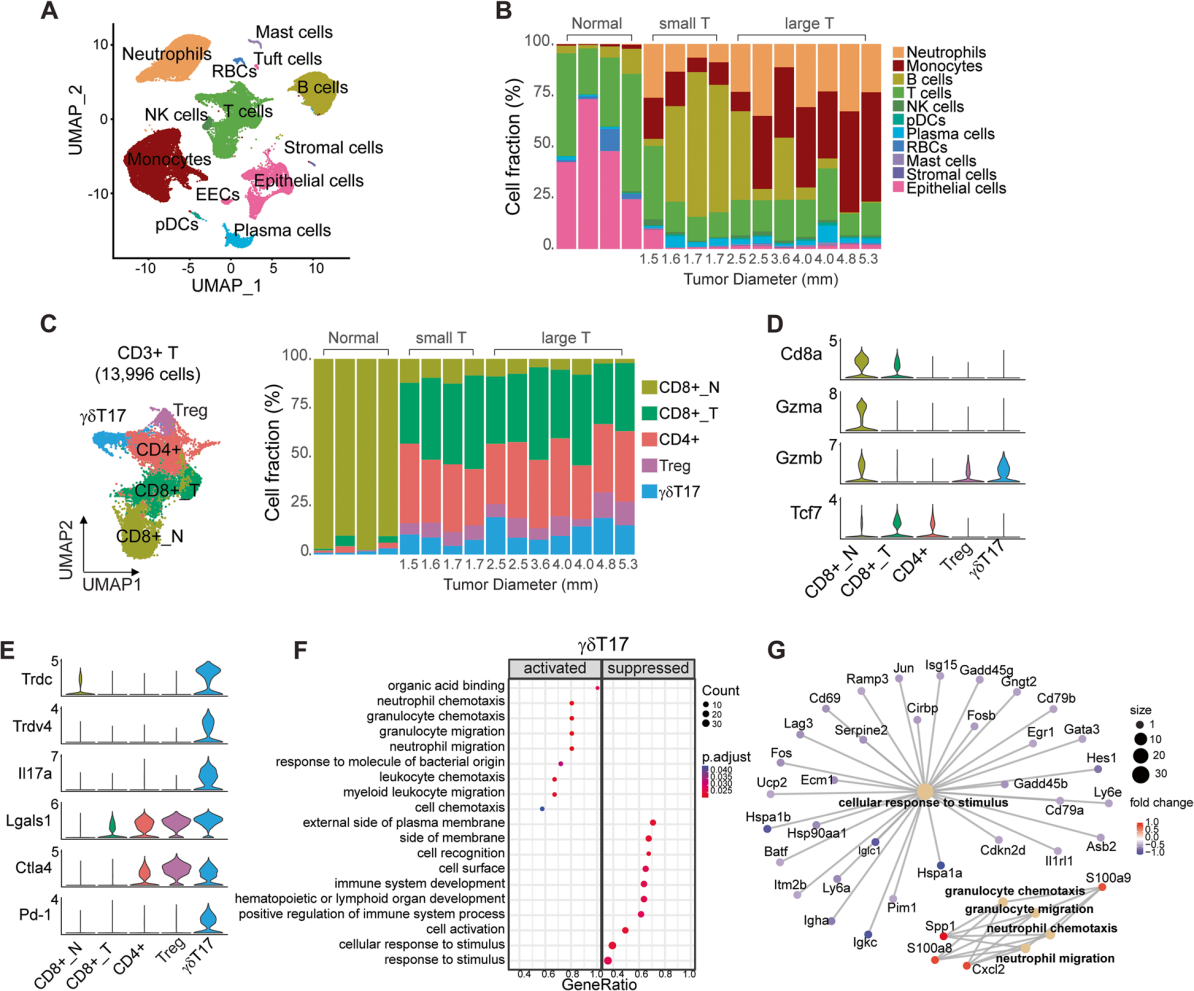
scRNA-seq reveals distinct immunosuppressive T-cell subtypes in *Apc*^*Min/*+^; *p16*^*cis/cis*^ colon tumors during development and progression. **A** UMAP plot showing major cell populations identified from tumors and adjacent normal colon mucosa by canonical cell markers. **B** A bar plot of the proportion of each cell type in individual tumor tissues and adjacent normal colon mucosa. Individual tumors are ordered by diameter and binned into small or large tumors (T). **C** Sub-clustering analysis of CD3^+^ T cells. UMAP plot showing transcriptionally distinct T-cell, subtypes identified in both normal and tumor tissues. For individual normal and tumor samples, the cellular composition of T-cell subtypes is shown by a bar plot. **D** Violin plots showing expression levels of marker genes identifying CD8^+^ cells in each sub-cluster. Compared to the normal *CD8*^+^ T cells (CD8 + _N), tumor-associated *CD8*^+^ T cells (CD8 + _T) show decreased expression of the cytotoxic genes (*Gzma* and *Gzmb*) and increased expression of the exhaustion marker gene (*Tcf7*), indicating a dysfunctional state. **E** Violin plots showing expression levels of the marker genes for γδT17 cells. **F** GO analysis using ClusterProfiler of DEGs in γδT17 cells for early- *vs*. late-stage tumors for DEGs with a log-fold change ≥ 0.25. Correction for multiple testing in the Wilcoxon Rank Sum test and MAST was performed with the Benjamini–Hochberg method. **G** Category net (CNET) plot showing the top pathways and associated DEGs in γδT17 cells during tumor progression. The color of the dots represents the fold change in gene expression, and the size of the dots is proportional to the number of genes enriched with the GO term

We then explored T cell status during tumor initiation and progression. Sub-clustering of 13,996 *CD3*^+^ T cells identified five major clusters, which we annotated based on canonical T cell markers. Among them, we detected two clusters of *CD8*^+^ T cells: one preferentially present in adjacent normal tissues and another enriched in tumors (Fig. 4C and Fig. S6A). We found that genes associated with cytotoxic T cell functions (*e.g., Gzma* and *Gzmb*) are highly expressed in the normal *CD8*^+^ T cells. In contrast, tumor-associated *CD8*^+^ T cells show substantially decreased expression of cytotoxic genes and higher expression of the exhaustion marker gene *Tcf7*, indicating a dysfunctional state (Fig. 4D). Comparative transcriptome analysis of *CD8*^+^ T cells from late- *vs*. early-stage tumors further revealed exhaustion-driving transcriptional pathways in cells from late-stage tumors, including upregulation of inflammatory response and downregulation of ribosome biogenesis genes (*e.g*., ribosome assembly and ribonucleoprotein complex translation) (Fig. S6B). We also identified two clusters of tumor-specific *CD4*^+^ T cells, including a population of Tregs expressing the Treg-defining transcriptional factor *Foxp3* (Fig. S7A). These *Foxp3*^+^ Tregs also exhibit high expression of interleukin 2 receptor α-chain (*Il2ra*), members of TNF receptor superfamily (*Tnfrsf4* and *Tnfrsf9*), and genes involved in immune suppression (*Lgals1*, *Areg*, and *Ctla4*) (Fig. 4E and Fig. S7A). Moreover, GO analysis of DEGs from late- *vs*. early-stage *Foxp3*^+^ Tregs revealed downregulation of genes involved in adaptive immune response and regulation of leukocyte activation, which is consistent with the immunosuppressive functions of Tregs (Fig. S7B-C). Similarly, the *CD4*^+^ T cells showed reduced immune responses during tumor progression (Fig. S7D-E).

In addition, we identified a unique tumor-enriched population of *CD4*^−^*CD8*^−^ T cells, exhibiting strong expression of T cell receptor γδ genes (*Trdc* and *Trdv4*) and the pro-inflammatory cytokine *Il17*; these were therefore annotated as γδT17 cells (Fig. 4E). Recent studies have reported that γδT17 cells can promote tumor growth by functioning as Treg-like cells [47, 48]. Indeed, we found that γδT17 cells in tumor tissue are characterized by elevated expression of Treg signature genes, such as *Lgals1*and *Ctla4* (Fig. 4E). Notably, the immune checkpoint molecule *Pd1* was also found to be highly expressed in γδT17 cells (Fig. 4E). Differential gene expression analysis further revealed that γδT17 cells possess both inflammatory and regulatory properties during tumor progression (Fig. 4F), with significant upregulation of genes related to chemotaxis (*e.g.*, neutrophil migration and leukocyte chemotaxis) and downregulation of immune responses (*e.g*., cell recognition, cell activation, and cellular response to stimulus) (Fig. 4G). Taken together, these data show that, in the context of inflammation, dysfunctional *CD8*^+^ T cells, together with *Foxp3*^+^ Tregs and γδT17 cells, contribute to the immunosuppressive TME in colon tumors from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice.

### Combination therapy improves survival in mice with *Apc* mutation and *p16* epimutation

Based on the above data showing an immunosuppressive phenotype in our unique mouse model of CRC, we next tested whether administration of single-agent anti-PD-L1 therapy at an early stage of tumor progression can effectively control intestinal tumor growth and improve survival of *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. To this end, *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice (*n* = 28) at 12–14 wk of age were randomly divided into two groups and treated with 250 μg of either anti-PD-L1 or IgG2b isotype control. Treatments were given by intraperitoneal (i.p.) injection every 3 days for a total of six treatments (Fig. 5A). We found that both the drug dosage and frequency of administration were well tolerated in our mouse models. However, we observed no statistically significant difference in median survival between the two treatment groups (110 days *vs*. 133 days,* P* = 0.45 by the log–rank test; Fig. 5B). In addition, we found that PD-L1 blockade has no effect on tumor number or size, with profiles essentially identical to those in control-IgG treated mice.

**Fig. 5:**
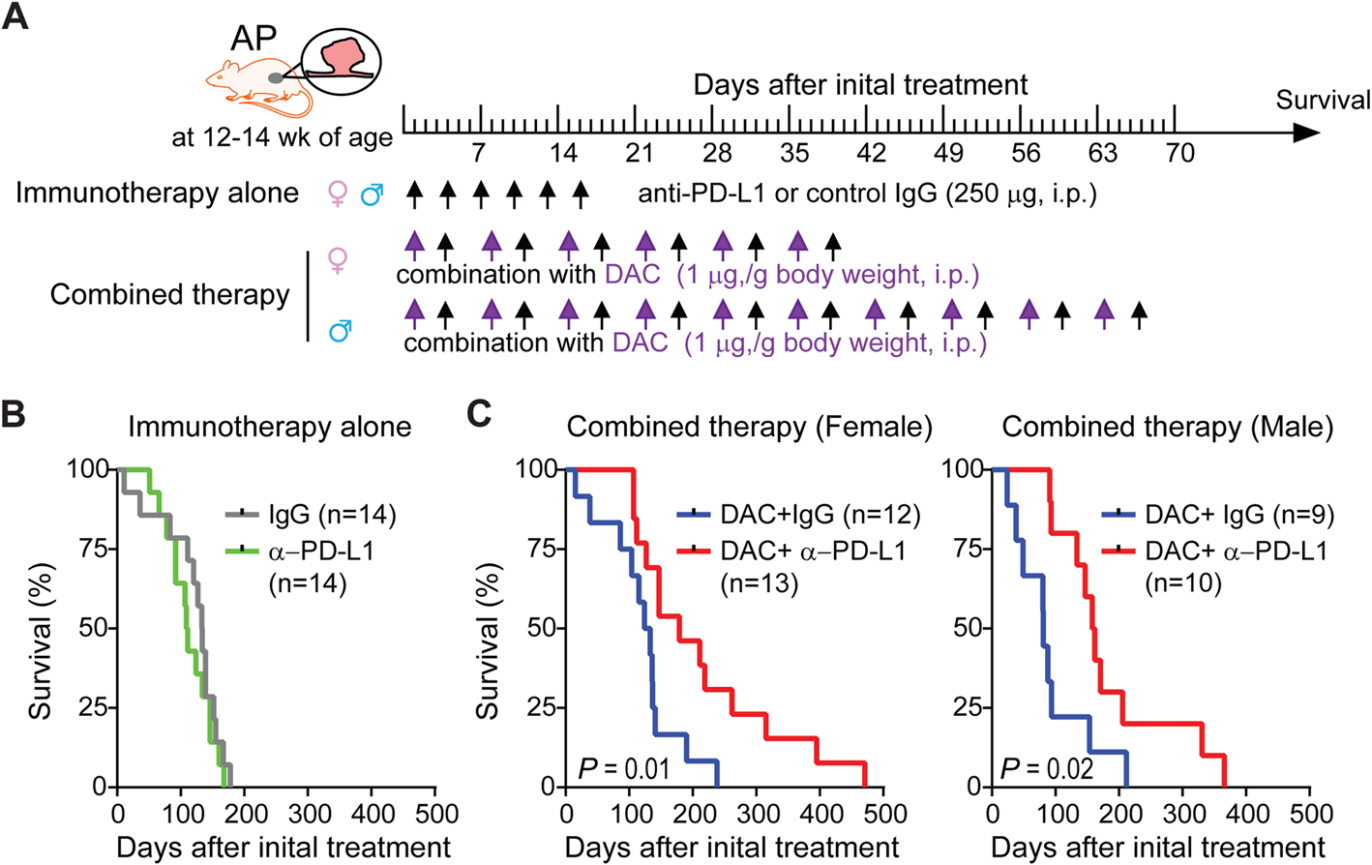
A combined epigenetic and immune therapy improves survival in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. **A** Study design and treatment scheme for single anti-PD-L1 mAB therapy *vs.* a combination of the epigenetic hypomethylating agent DAC and anti-PD-L1 mAB. **B** Kaplan Meier survival analysis after anti-PD-L1 or control IgG treatments in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice. **C** Kaplan Meier survival analysis of *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice treated with DAC plus control IgG *vs.* DAC plus PD-L1. Survival curves were compared using a log-rank test

We then tested whether combined epigenetic and immunotherapy is more efficacious than PD-L1 blockade alone. For these experiments, *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice (*n* = 44) were treated with DAC (1.0 mg/kg, i.p.) on Monday, followed by either anti-PD-L1 or control IgG on Thursday. This dosing schedule was based on the published works indicating that it is well tolerated in mice and rats [49–51] (*i.e.,* resulting in no weight loss or premature mortality) and within the range being tested in human clinical trials. Because male mice at this age weigh more than female mice, we treated females for 6 consecutive weeks and males for an additional 4 weeks. We observed similar survival curves with DAC plus control IgG treatment compared to PD-L1 treatment alone, for both male and female mice, indicating no survival benefit for single-agent DAC therapy. In contrast, we found that DAC plus anti-PD-L1 treatment significantly prolongs survival in *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice, showing a similar effect in both sexes (Fig. 5C). Furthermore, when mice were euthanized at the end of study, we observed significant decreases in both tumor number and size in mice treated with DAC and anti-PD-L1 antibody (Fig. S8). Together, these results demonstrate that combination therapy is more effective than either DAC or anti-PD-L1 treatment alone in our mouse CRC model of *Apc* mutation and *p16* epimutation.

Recent studies have suggested that the efficacy of PD-L1 blockade requires tumor cell-intrinsic cell-cycle arrest to achieve long-lasting responses [52, 53]. Therefore, based on our data showing that DAC can reactivate epigenetically silenced *p16*, we characterized the direct effects of DAC treatment on tumor cells using an ex vivo organoid system. To this end, we generated colonic tumor organoids from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice and monitored the percentage of organoids surviving after DAC treatment at days 1, 3, 4, and 5. These time-points were chosen based on established kinetics in intestinal stem cell division and organoid growth [54]. As expected, we observed significantly decreased cell counts in response to DAC treatment, starting at day 3, in a dose-dependent manner (Fig. 6A). Interestingly, we further found that at day 5, DAC at the low dose of 0.5 μM is sufficient to stably inhibit cell proliferation (Fig. 6B). Moreover, consistent with the observed phenotype, we saw significantly decreased *p16* promoter methylation, as well as restoration of *p16* expression (Fig. 6C). On the other hand, DNA hypomethylating drugs can induce global hypomethylation and previous studies suggested that DAC treatment can enhance anti-tumor effects by reactivating transposable elements [26, 55]. To further determine the mechanisms of action for DAC, we additionally measured the expression levels of several murine endogenous retroviruses (ERVs), including *LV30-2*, *MLV*, and *MuRRS*. However, we observed no significant changes in ERV expression levels at the clinically relevant concentration of 0.5 μM (Fig. S9). Furthermore, we analyzed promoter methylation for additional genes that could play a similar tumor-suppressor role in CRC, including the mismatch repair gene *Mlh1*, the WNT signaling regulator *Sfrp1*, and the transcription factor *Gata4*. By comparing the changes of methylation among different promoters, we confirmed that the low dose DAC (0.5 μM) caused the most robust demethylation effect at the *p16* promoter (Fig. S10). Thus, our findings indicate that reversal of epigenetic modification at the *p16* locus suppresses intestinal tumor growth and promotes durable response to immune checkpoint blockade.

**Fig. 6:**
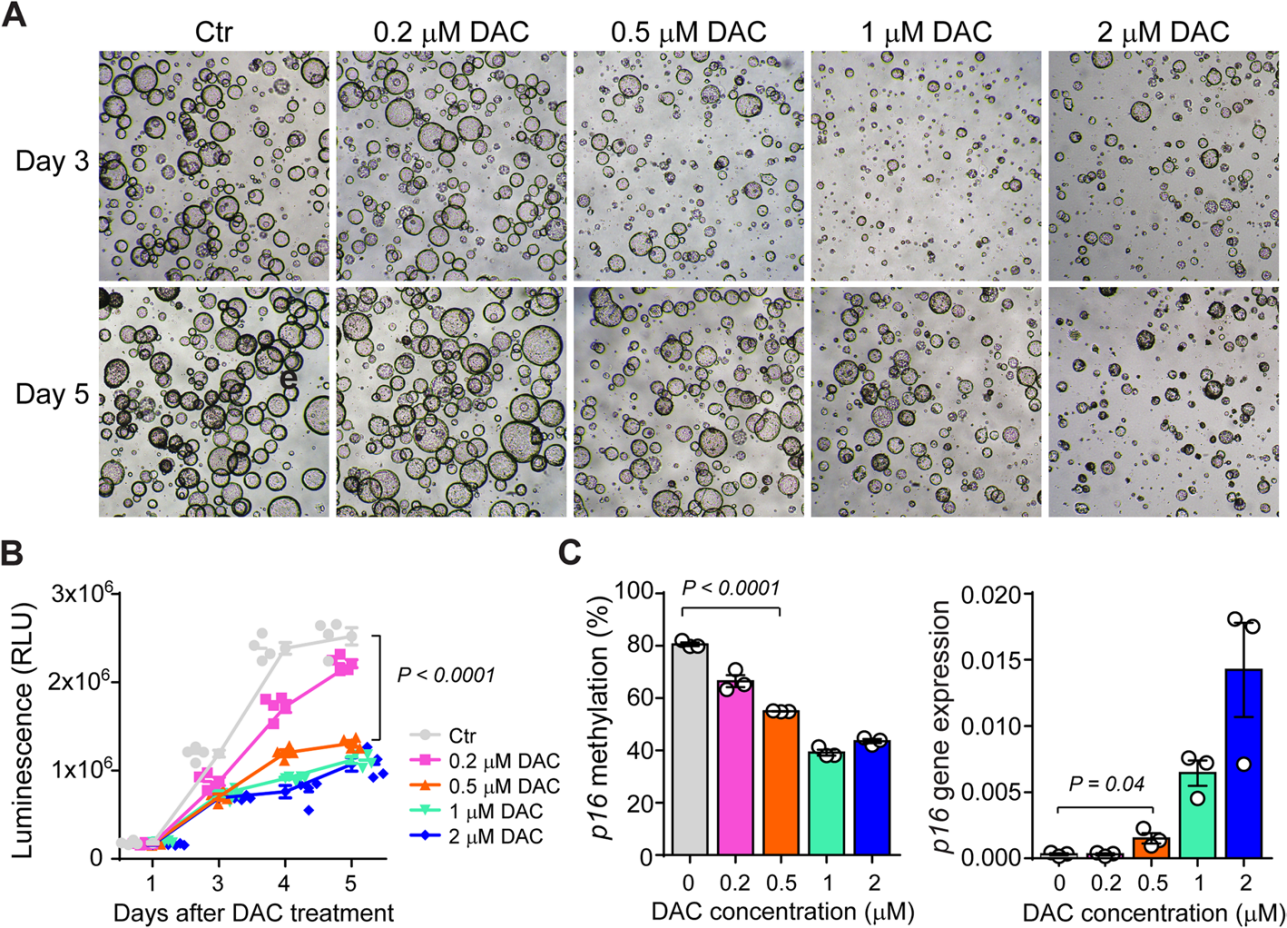
DAC treatment reactivates *p16* and suppresses tumor growth in colon tumor organoids. **A** Images of colon tumor organoids derived from *Apc*^*Min/*+^; *p16*^*cis/cis*^ mice after treatment with DAC at the concentrations shown on days 3 and 5. **B** A dose-dependent decrease in proliferation was observed in tumor organoids treated with DAC. **C** Low-dose DAC (0.5 μM) was sufficient to induce *p16* promoter demethylation and gene reactivation. Error bars represent SEMs of three replicate experiments. Mean values were compared between the 0.5 μM DAC treatment and control (PBS) treatment groups. *P* values were determined by a two-tailed Student’s *t*-test

## Discussion

The accumulation of epimutations in DNA methylation is a shared molecular phenomenon in both biological aging and cancer development; however, our understanding of how age-related epigenetic changes contribute to tumor evolution and response to therapies is limited. In this study, we have conducted the first functional characterization of age-dependent *p16* epimutation in the adenoma–adenocarcinoma sequence of intestinal tumorigenesis that begins with *Apc* mutation. We chose the *Apc*^*Min/*+^ model because somatic inactivation of the WT *Apc* allele is necessary for tumorigenesis and occurs naturally in mice as they age. This therefore provides an excellent in vivo system to study the biological consequences of accumulated genetic and epigenetic defects, which are often present in human cancers. To elucidate the effect of *p16* epimutation, we applied our previously established mouse model, in which targeted knock-in of the promethylation *cis*-element specifically induces *p16* promoter hypermethylation, particularly in proliferative tissues during aging. Characterization of MEFs derived from this model revealed that induced *p16* epimutation recapitulates key features of epigenetic silencing, resulting in downregulation of *p16* expression. In addition, using pharmacological inhibition of DNA methylation and CRISPR-guided demethylation, we showed that engineered promoter methylation directly controls *p16* gene activity, indicating that this system effectively models *p16* epimutation. Critically, combining the genetically and epigenetically engineered mouse models revealed that *p16* epimutation exacerbates the intestinal tumorigenesis initiated by *Apc* mutation, thus directly linking CRC development and progression to an epigenetic aging marker.

Previous studies [56, 57] have reported that *p16* epimutation functions to control cell cycle progression in human fibroblasts and migration phenotype of cancer cell lines. Here, to investigate how this modification exacerbates intestinal tumorigenesis, we performed RNA-seq analysis of colon tumors from *Apc*-mutant mice with and without *p16* epimutation. 

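Over the whole list of IFN-γ response genes in the colonic mucosa, 60 of 87 genes had a higher mean log2 normalized count in ApcMin/+; p16cis/cis than in ApcMin/+ mice and 27 a lower one. The median log2 fold change was 0.32 (limma camera, Benjamini-Hochberg over 3 lists, adjusted p = 0.00228). Adjusted over the list alone by Benjamini-Hochberg, 2 genes were higher and 0 lower at an adjusted p-value under 0.05 from limma, against 8 and 0 when adjusted over all genes tested. A self-contained test of the same list (limma fry, Benjamini-Hochberg) gave an adjusted p of 0.429, and camera with the correlation between genes estimated from the data gave an adjusted p of 0.581. Of 100 splits of the 9 mice, 70 gave as small a camera p as the genotypes did. The mean deviation of the list from each gene's overall mean was -0.16 ± 0.73 (SD, n = 5) in ApcMin/+ mice and 0.20 ± 0.61 (SD, n = 4) in ApcMin/+; p16cis/cis mice, so the genotypes differed by less than the spread between mice (exact permutation test, two-sided, p = 0.508). Without ApcMin/+ replicate 4, the mouse with the lowest score (-1.42), the median log2 fold change was 0.07, and without ApcMin/+; p16cis/cis replicate 3, the mouse with the highest (0.98), it was 0.03.

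**Figure D5:**
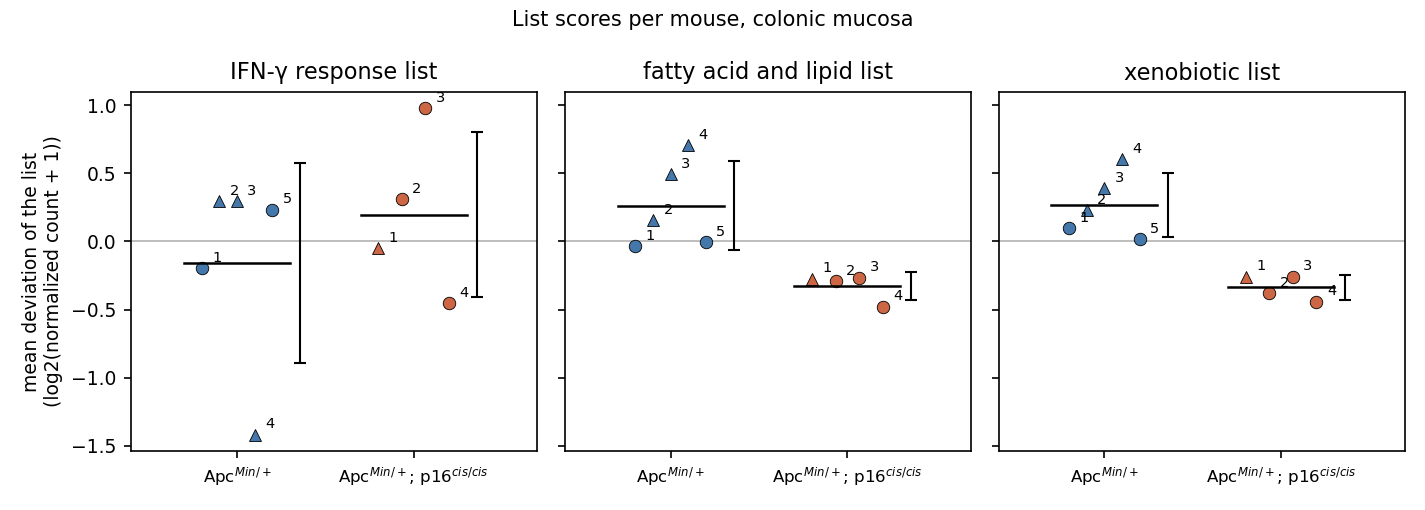
Mean deviation of the genes of 3 lists from their overall means (vertical axes, on the log2(normalized count + 1) scale) in each mouse of both genotypes (horizontal axes). Circles are females, triangles are males, small numbers are replicate numbers, horizontal lines are means and error bars are SD, with n = 5 ApcMin/+ and n = 4 ApcMin/+; p16cis/cis mice. The genotypes overlap for the IFN-γ response list and do not overlap for the lipid and xenobiotic lists.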

Our results showed that *p16* epimutation is associated with increased expression of IFN-γ stimulated genes in colonic mucosa at early stage of tumorigenesis. It is well established that IFN-γ signaling critically regulates mucosal inflammatory processes. Further, although acute IFN-γ signaling is essential for anti-tumor immunity, previous studies have demonstrated that prolonged activation of the IFN-γ signaling pathway can upregulate expression of the immune checkpoint inhibitor PD-L1, leading to tumor immune evasion [58–60]. Indeed, we detected a significant positive correlation between *p16* epimutation and *PDL1* expression in both human and mouse CRCs. Moreover, the observation that *p16* epimutation promotes tumor progression, despite an abundance of T cell infiltration, is consistent with a model in which the IFN-γ/PD-L1 axis can switch immune cell phenotypes from a pro-inflammatory to an immunosuppressive state. Our findings therefore suggest that *p16* epimutation modulates the immune state of the TME.

We further explored this phenomenon using scRNA-seq, which revealed the striking observation that colon tumors with defined mutation (*Apc*) and *p16* epimutation contain a high infiltration of T cell subtypes. Specifically, we detected the presence of *Foxp3*^+^ Tregs and γδT17 cells at the early phase of tumorigenesis. These *Foxp3*^+^ Tregs express high levels of *Il2ra*, T cell costimulatory receptors (*Tnfrsf4* and *Tnfrsf9*), and regulatory molecules, such as *Areg* and *Ctla4*, all of which can contribute to the immunosuppressive activity of these cells. For example, IL-2R signaling is required for both Treg survival and suppression of CD8^+^ effector T cells [61], and CTLA-4 plays a key role in Treg-mediated suppression, in part, by inhibiting the activity of antigen-presenting cells via its interactions with both CD80 and CD86 [62]. Thus, elevated levels of *Foxp3*^+^ Tregs likely promote immunosuppression within the TME. In parallel, γδT17 cells may directly enhance tumor-elicited inflammation and colon cancer progression. In human CRCs, infiltration of γδT17 cells is positively correlated with advanced clinicopathological features, including TNM stage, tumor size, and both lymphatic and vascular invasion [48]. In addition, IL-17, a key cytokine produced by γδT17 cells, has been shown to promote tumor growth via the recruitment of myeloid-derived suppressor cells in the TME [47, 63]. Consistent with these findings, at the single-cell resolution, we found that inflammatory γδT17 cells specifically express *Pd1,* as well as key factors that stimulate granulocyte chemotaxis and promote recruitment of neutrophils and monocytes. Nevertheless, further studies utilizing in vitro functional assays, co-culture experiments, and in vivo selective ablations, are needed to uncover the precise roles of dysfunctional and immunosuppressive T cells in *p16* epimutation-driven CRC progression.

Several epigenetic drugs, including DAC, are already in clinical use for treatment of CRC [64, 65]. In addition, anti-PD-1/PD-L1 therapy has emerged as one of the most promising immunotherapies for CRC patients with microsatellite instability (MSI) [66]. However, combinatorial epigenetic immunotherapy regimens have yielded limited response in advanced CRC patients with microsatellite stable (MSS) tumors [67]. Such approaches are also associated with numerous challenges, including a lack of predictive markers and uncertainty regarding the optimal timing for therapy. Notably, our mouse model of MSS tumors driven by defined mutation and epimutation provides an experimentally tractable system in which therapeutic effects can be studied in the natural tumor microenvironment with native stroma and intact immune system. We found that, despite high levels of *Pdl1* expression and T cell infiltration, intestinal tumors from *Apc*-mutant mice with *p16* epimutation are resistant to anti-PD-L1 treatment alone. Interestingly, however, delivery of DAC followed by anti-PD-L1 significantly improves animal survival. Mechanistically, we postulate that *p16* may contribute to IFN-γ-dependent activation of tumor-intrinsic cell death, which is required for stable arrest of cancer cells that escape immune-mediated cytotoxicity and thus, long-term cancer control. Consistent with this, we found that *p16* epimutation leads to senescence bypass in primary MEFs. Moreover, using colon tumor organoids generated from mice with *p16* epimutation, we further confirmed that DAC treatment induces *p16* promoter demethylation and restores tumor-intrinsic cell-cycle regulation. Interestingly, while we observed significant growth inhibitions in the tumor organoids in response to DAC, there is no survival benefit for DAC treatment alone in mice. It is known that the single-agent DAC therapy in vivo requires repetitive cycles for a long duration [68, 69]. However, to avoid the treatment-related toxicity, we stopped the drug administration after 6–10 cycles, which may explain the low efficacy in solid tumors. Nevertheless, our preclinical studies indicate that the epigenetic therapy works best when combines with the anti-PD-L1 immunotherapy. Although beyond the scope of this study, our established clinically relevant and immunocompetent mouse models will enable future studies to probe new and improved hypomethylating agents, such as GSK3685032 which selectively inhibits DNMT1 with lower toxicity [70].

## Conclusions

In summary, we established a mouse model of CRC that combines *Apc* mutation with *p16* epimutation, and we found that age-dependent *p16* epimutation modulates tumor microenvironment to accelerate malignant transformation. At the molecular level, our mouse model closely resembles human CRC. From the therapeutic standpoint, epimutations are reversible, so our model has proven useful as an in vivo preclinical platform for developing novel therapeutics.

## Supplementary Information

**Additional file 1: Figure S1.** *p16 *epimutation accelerates malignant transformation of *Apc*^*Min*^-mediated adenomatous polyps. **Figure S2.** Positive correlation between *p16* promoter methylation and *PDL1 *expression in the TCGA-CRC dataset.** Figure S3. **Mouse colon tumors with combined *Apc* mutation and *p16* epimutation are microsatellite stable (MSS).** Figure S4. **Dot plot visualization of representative marker genes in each cell type. **Figure S5.** UMAP plots showing abundant *Pdl1* expression in the Cd45^+^ tumor-infiltrating immune cells.** Figure S6.** scRNA-seq analysis of CD8^+^ T cells during tumor development and progression.** Figure S7. **scRNA-seq analysis of CD4^+^ T cells, including Tregs, during tumor development and progression. **Figure S8.** Number of intestinal tumors in mice at the end of study at ~30 wk of age. **Figure S9.** Expression of murine ERVs in colon tumor organoids after DAC treatment at day 5. **Figure S10.** The impact of DAC treatment on other CRC-related tumor suppressor genes.

**Additional file 2: Supplementary Table 1.** Primers and PCR conditions for genotyping assays. **Supplementary Table 2.** Sequences of gRNAs for CRISPR-mediated targeted demethylation. **Supplementary Table 3.** Bisulfite-pyrosequencing PCR primers and sequenced regions for quantitative DNA methylation analysis. **Supplementary Table 4.** TaqMan assays and SYBR green primers for qRT-PCR. **Supplementary Table 5. **Microsatellite markers for detection of MSI in mouse tumors.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO database (GSE214032, GSE213568 and GSE213568).

## Abbreviations

CRC: Colorectal cancer
CDKN2A: Cyclin-dependent kinase inhibitor 2A
CGIs: CpG islands
MEF: Mouse embryonic fibroblast
DAC: 5-Aza-2’-deoxycytidine
PD-L1: Programmed death-ligand 1
ERV: Murine endogenous retroviruses
TME: Tumor microenvironment
TNM: The tumor, node, metastasis
MSI: Microsatellite instability
MSS: Microsatellite stable
WGBS: Whole genome bisulfite sequencing
RNA-seq: RNA sequencing
scRNA-seq: Single-cell RNA sequencing
UMAP: Uniform Manifold Approximation and Projection
DEG: Differentially expressed gene
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GEMS: Gel Bead-in-Emulsions
SEM: Standard error of the mean

# Supplementary material for: Functional characterization of age-dependent p16 epimutation reveals biological drivers and therapeutic targets for colorectal cancer
**Source:** J Exp Clin Cancer Res. 2023 May 4;42:113. doi: 10.1186/s13046-023-02689-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. p16 epimutation accelerates malignant transformation of ApcMin-mediated adenomatous polyps. Figure S2. Positive correlation between p16 promoter methylation and PDL1 expression in the TCGA-CRC dataset. Figure S3. Mouse colon tumors with combined Apc mutation and p16 epimutation are microsatellite stable (MSS). Figure S4. Dot plot visualization of representative marker genes in each cell type. Figure S5. UMAP plots showing abundant Pdl1 expression in the Cd45+ tumor-infiltrating immune cells. Figure S6. scRNA-seq analysis of CD8+ T cells during tumor development and progression. Figure S7. scRNA-seq analysis of CD4+ T cells, including Tregs, during tumor development and progression. Figure S8. Number of intestinal tumors in mice at the end of study at ~30 wk of age. Figure S9. Expression of murine ERVs in colon tumor organoids after DAC treatment at day 5. Figure S10. The impact of DAC treatment on other CRC-related tumor suppressor genes.

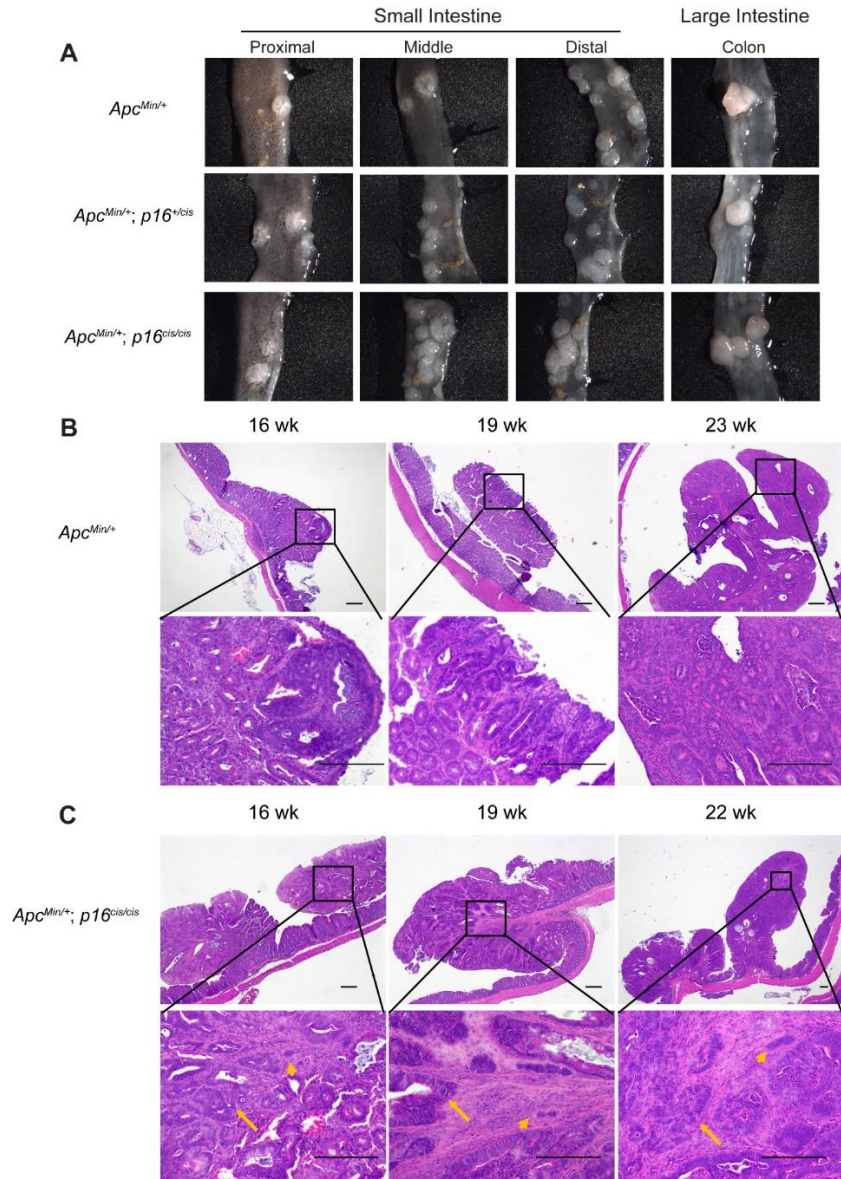

**Figure S1. *p16* epimutation accelerates malignant transformation of *Apc<sup>Min</sup>*-mediated adenomatous polyps.** **A.** Gross examination of the whole bowel tumor formation in *Apc<sup>Min/+</sup>*, *Apc<sup>Min/+</sup>; p16<sup>+/cis</sup>*, and *Apc<sup>Min/+</sup>; p16<sup>cis/cis</sup>* mice. Using a dissecting microscope, tumor numbers and sizes were determined within the intestinal track from small intestine to colon. The small intestine was divided into three major segments: proximal, middle, and distal. Representative macroscopic appearance of the tumors is shown. **B.** Time-course analysis of tumor sections from the *Apc<sup>Min/+</sup>* mice. Three representative colon tumors at the indicated age are shown. H&E staining revealed high-grade dysplasia, characterized by cribriforming glands and focal nuclear pleomorphism. However, histological features of carcinoma were not observed. A high magnification of the boxed area is shown on the bottom. Scale bars: 200  $\mu$ m. **C.** The presence of carcinoma formation in the *Apc<sup>Min/+</sup>; p16<sup>cis/cis</sup>* mice as early as 16 wk of age. Carcinomas formation in the *Apc<sup>Min/+</sup>; p16<sup>cis/cis</sup>* mouse colons was characterized by angulated, atypical glands (arrow), tumor necrosis, and rare single cells (arrowhead). A high magnification of the boxed area is shown on the bottom. Scale bars: 200  $\mu$ m.

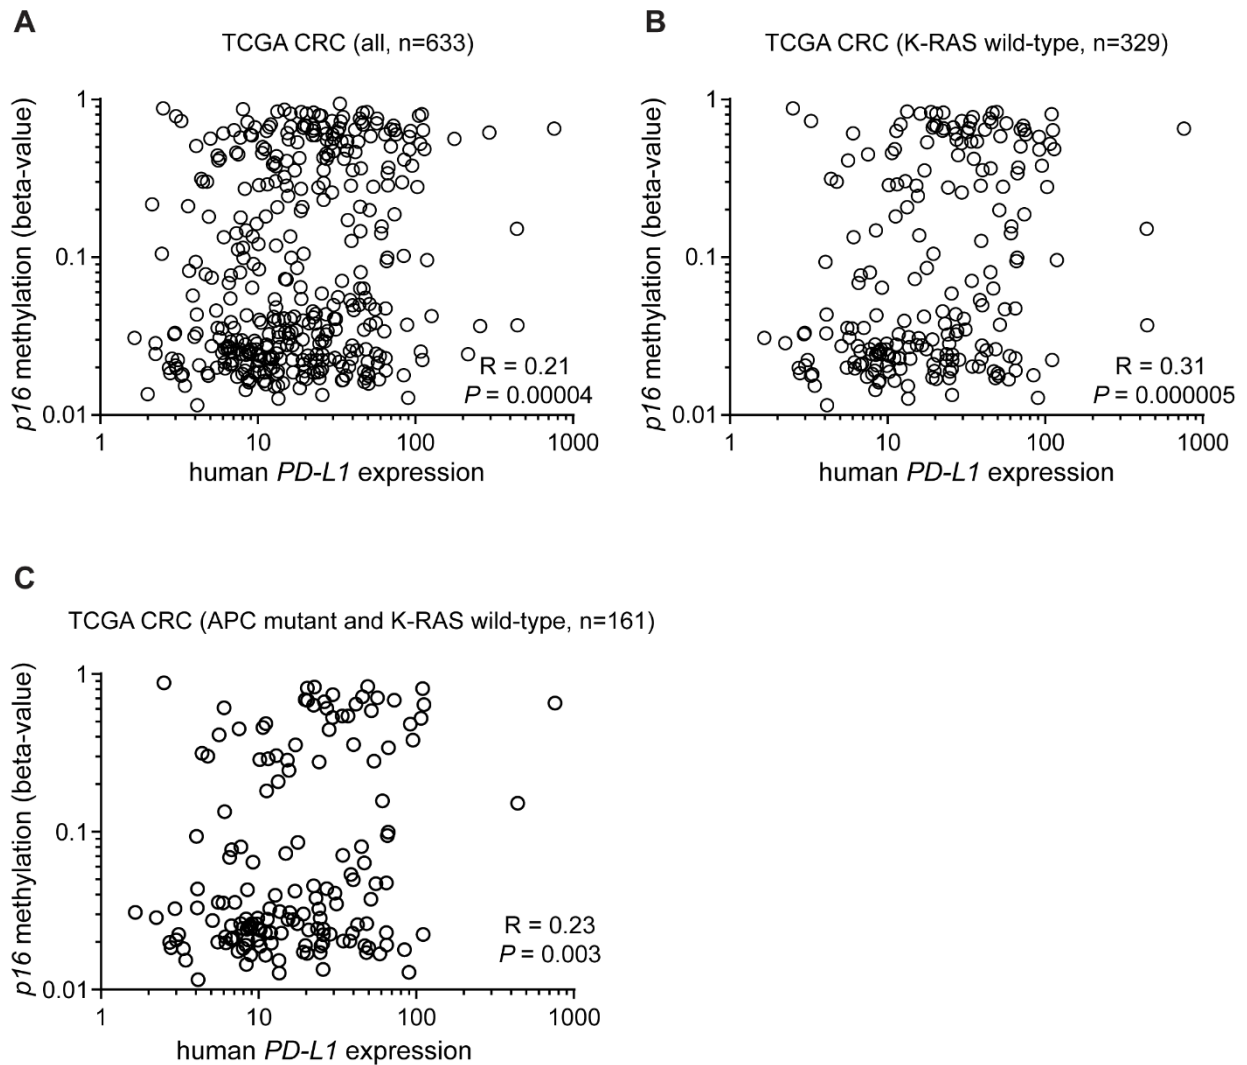

**Figure S2. Positive correlation between *p16* promoter methylation and *PDL1* expression in the TCGA-CRC dataset.** The *p16* methylation was determined by the Illumina methylation probe (cg13601799) located within the promoter CpG island and used routinely to assess *p16* epigenetic silencing (Zhou et al. Nucleic Acids Res. 2018; 46(20):e123). The correlation analysis was based on the TCGA data of all CRC patients (**A**), within the patients with wild-type *K-RAS* (**B**), and in a subset of *K-RAS* wild-type patients with *APC* mutation (**C**).

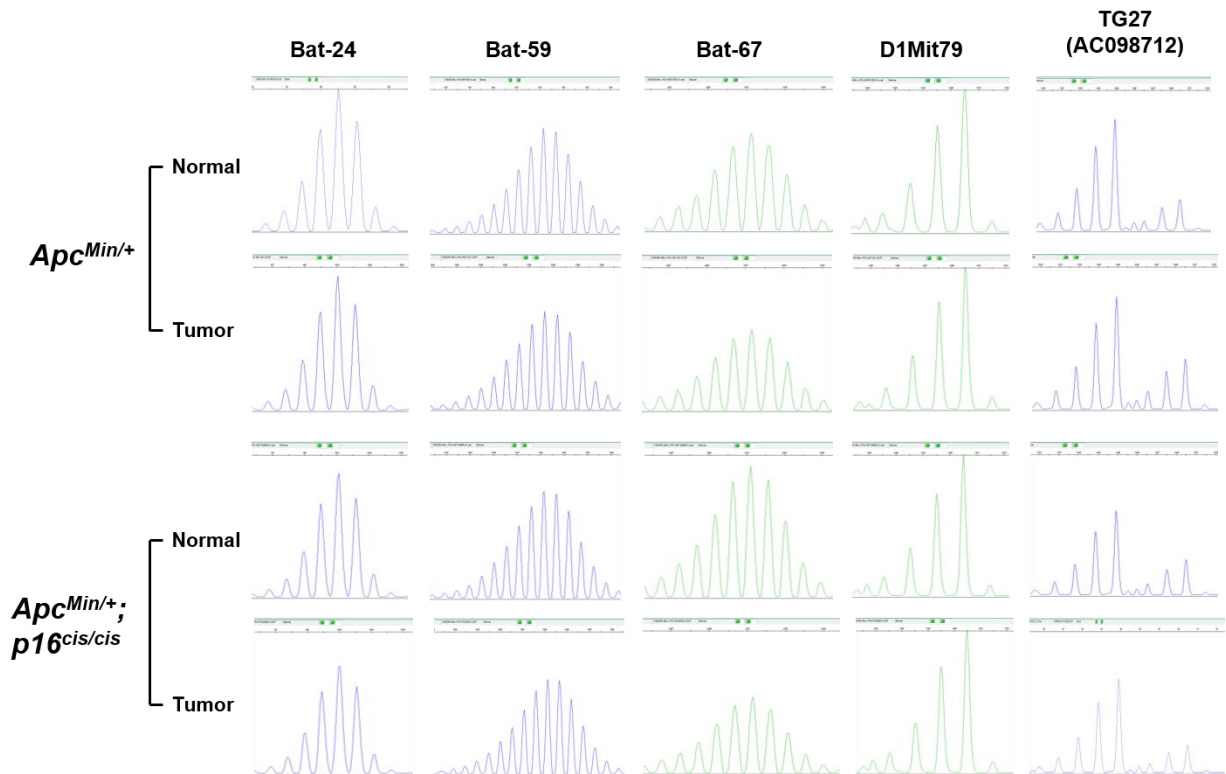

**Figure S3. Mouse colon tumors with combined *Apc* mutation and *p16* epimutation are microsatellite stable (MSS).** A panel of five microsatellite markers were used for PCR-based MSI analysis. All the tumor samples analyzed (n=6) were classified as MSS, since they showed the same profiles as those seen in the healthy tissues (liver).

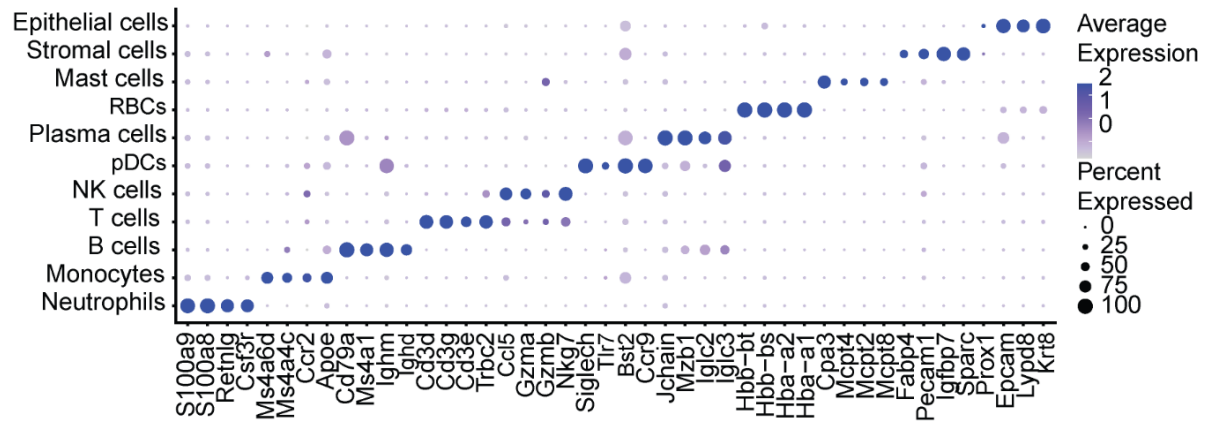

**Figure S4. Dot plot visualization of representative marker genes in each cell type.**

The color intensity encodes the average expression level, and the size of the dot encodes the percentage of cells within a cell type.

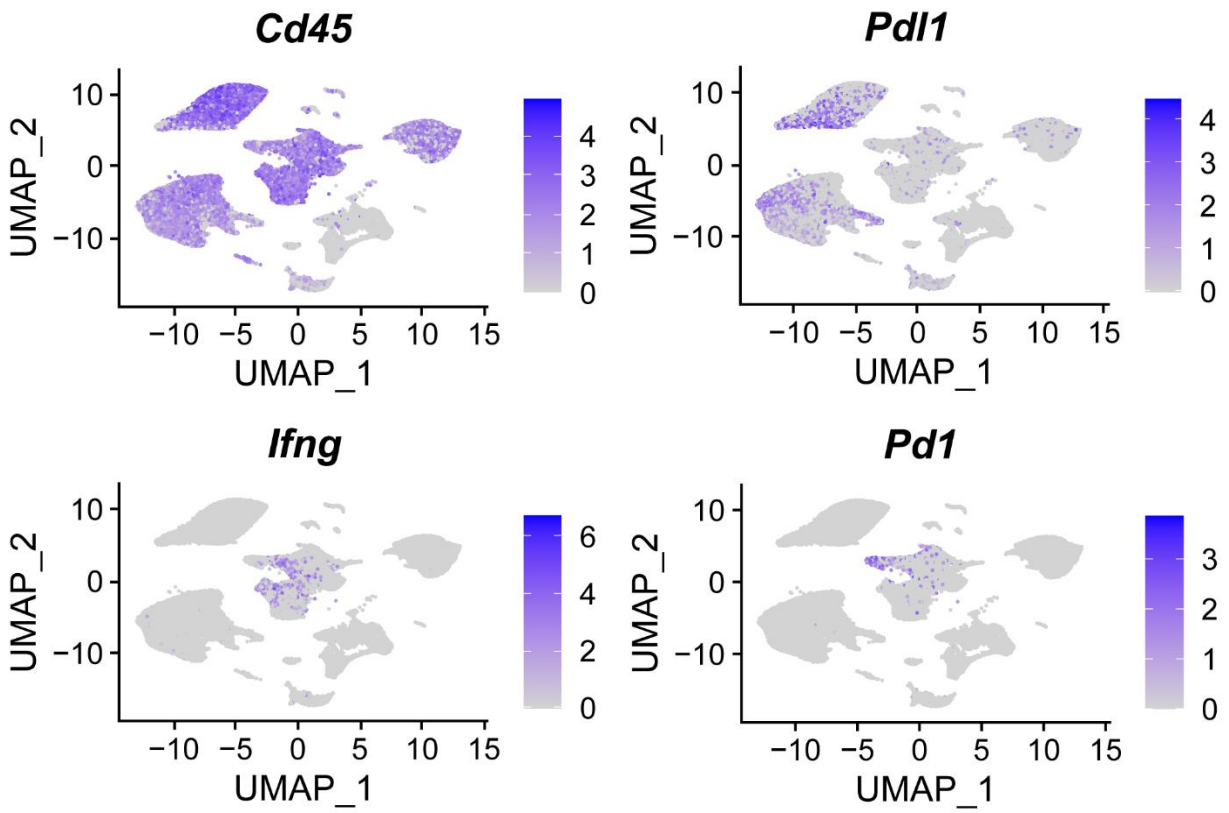

**Figure S5. UMAP plots showing abundant *Pd1* expression in the *Cd45*<sup>+</sup> tumor-infiltrating immune cells.** UMAP feature plots showing expression patterns for selected genes, including *Cd45*, *Pdl1*, *Ifng*, and *Pd1*. The color intensity indicates the relative expression as indicated by the scale bar.

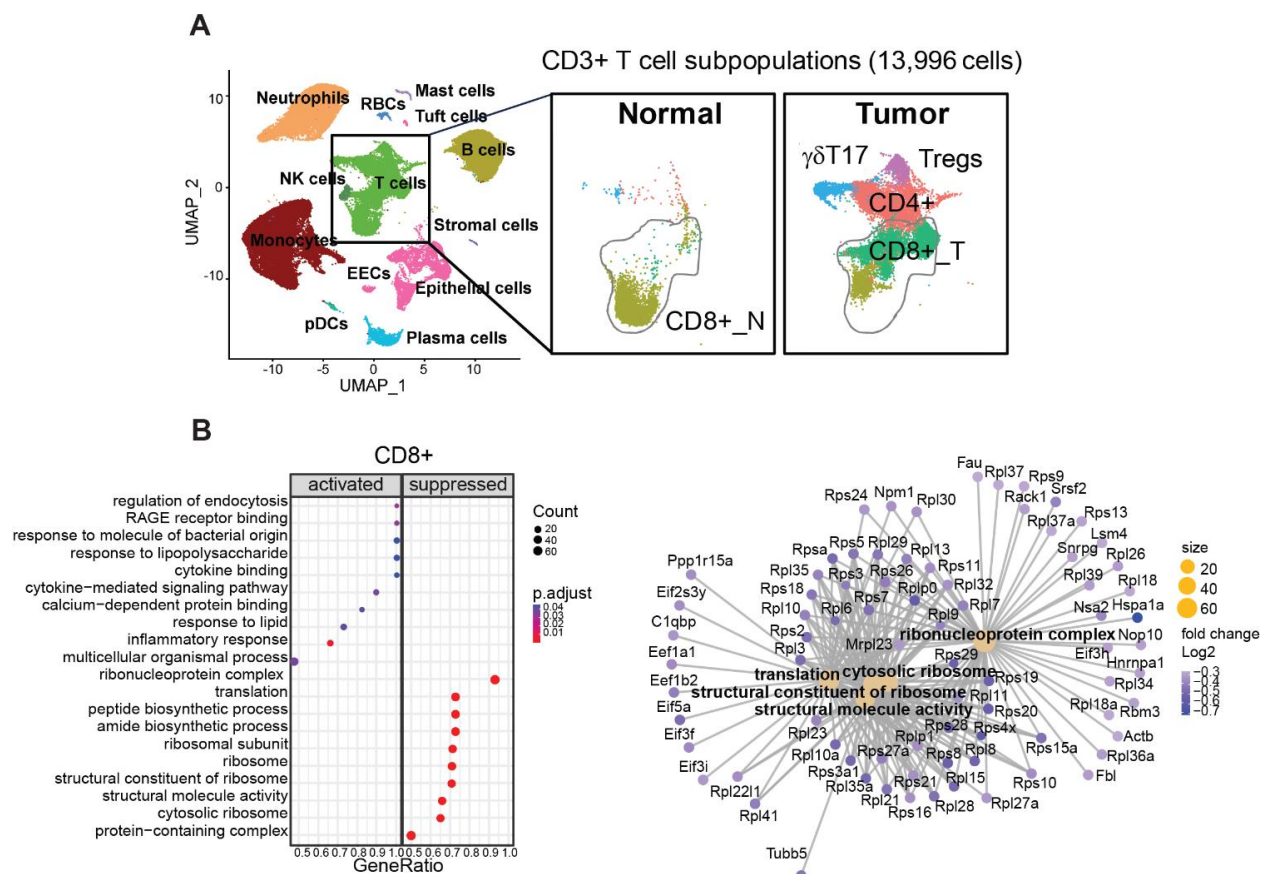

**Figure S6. scRNA-seq analysis of CD8<sup>+</sup> T cells during tumor development and progression.** **A.** CD3<sup>+</sup> T cells were sub-clustered into five major clusters and annotated based on canonical gene markers. UMAP projections of CD3<sup>+</sup> T cells according to the tissue of origin indicated that CD8<sup>+</sup> T cells identified from adjacent normal mucosa compared to tumor tissues comprise transcriptionally distinct groups. **B.** GO analysis of DEGs in CD8<sup>+</sup> cells from early- vs. late-stage tumors. The left panel shows the top pathways associated with either activated or suppressed DEGs. The right panel is a CNET plot showing the down-regulation of ribosome biogenesis genes (e.g., ribosome assembly and ribonucleoprotein complex translation).

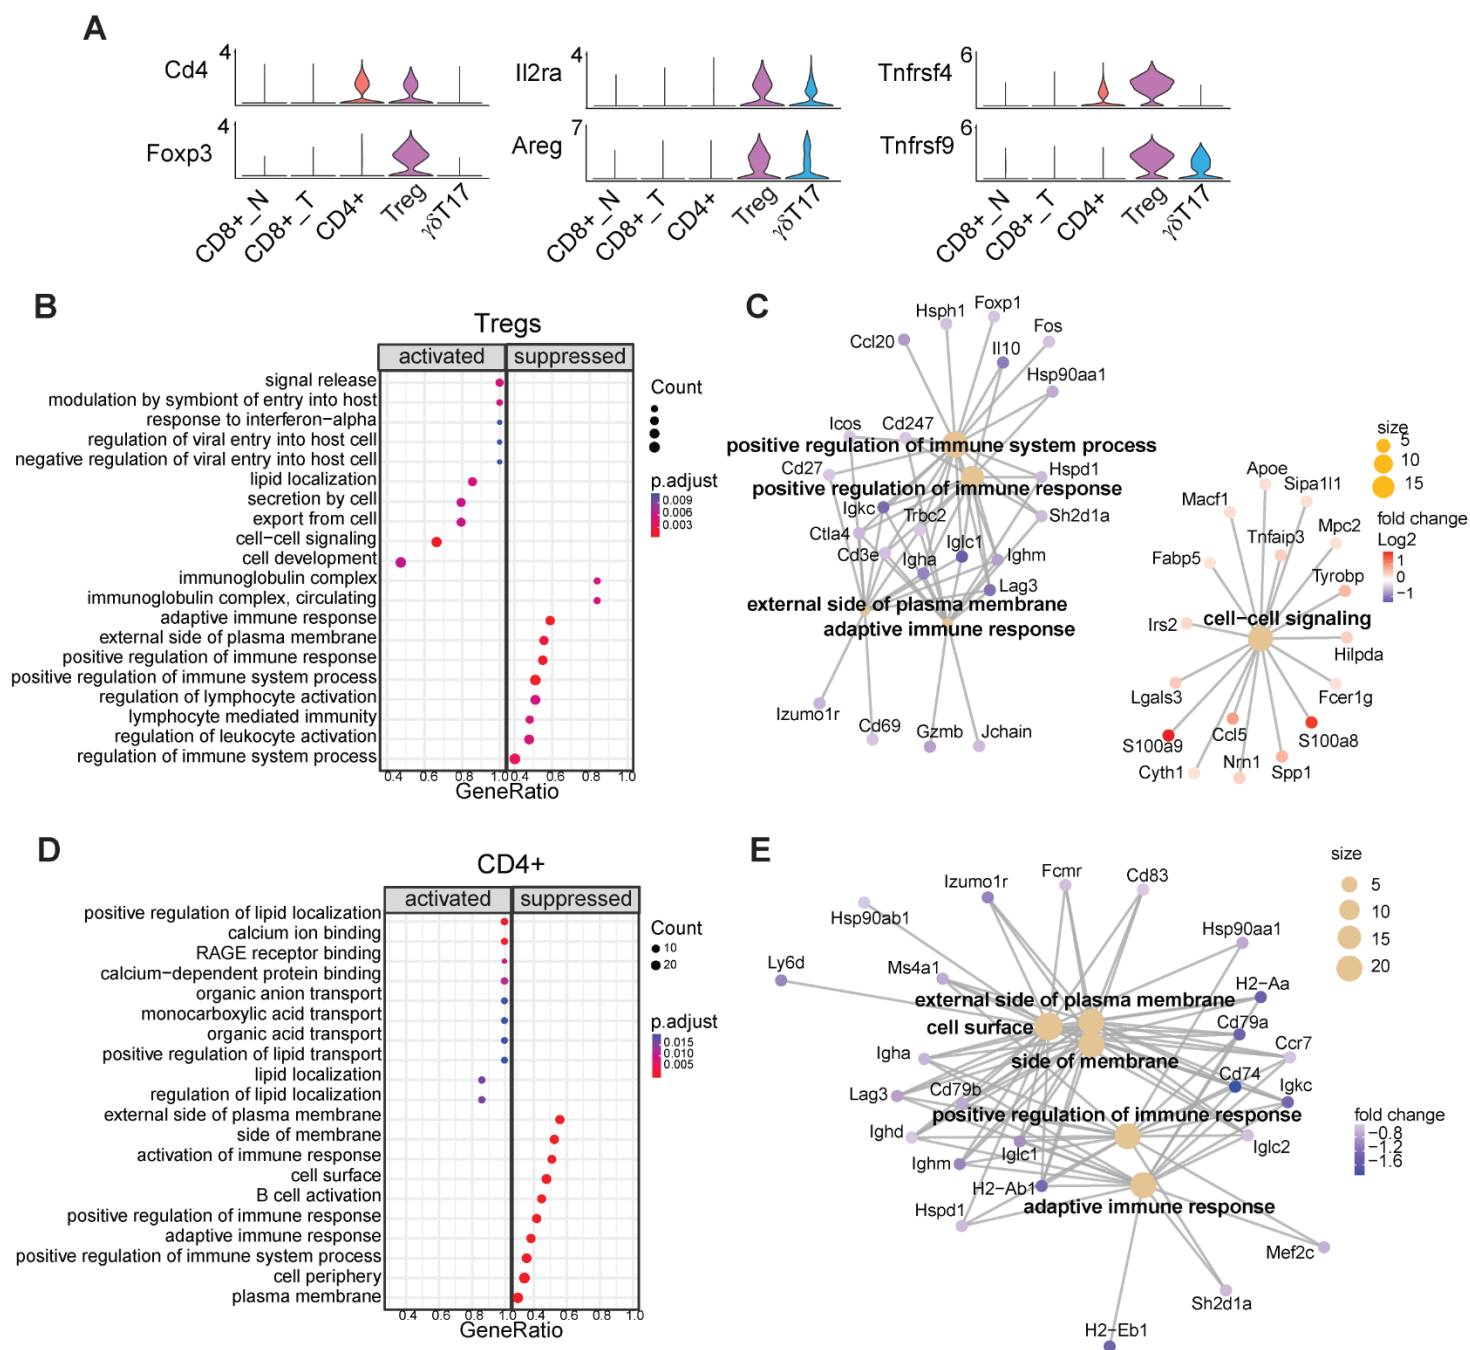

**Figure S7. scRNA-seq analysis of CD4<sup>+</sup> T cells, including Tregs, during tumor development and progression. A.** Violin plots showing expression levels of marker genes related to CD4<sup>+</sup> T cells and Tregs in each sub-cluster. **B.** GO analysis of DEGs in Tregs from early- vs. late-stage tumors. **C.** CNET plot showing DEGs in Tregs that were down-regulated in immune responses and up-regulated in cell-cell signaling. **D.** GO analysis of DEGs in CD4<sup>+</sup> T cells from early- vs. late-stage tumors. **E.** Down-regulated DEGs in CD4<sup>+</sup> T cells were associated with positive regulation of immune response and the adaptive immune response.

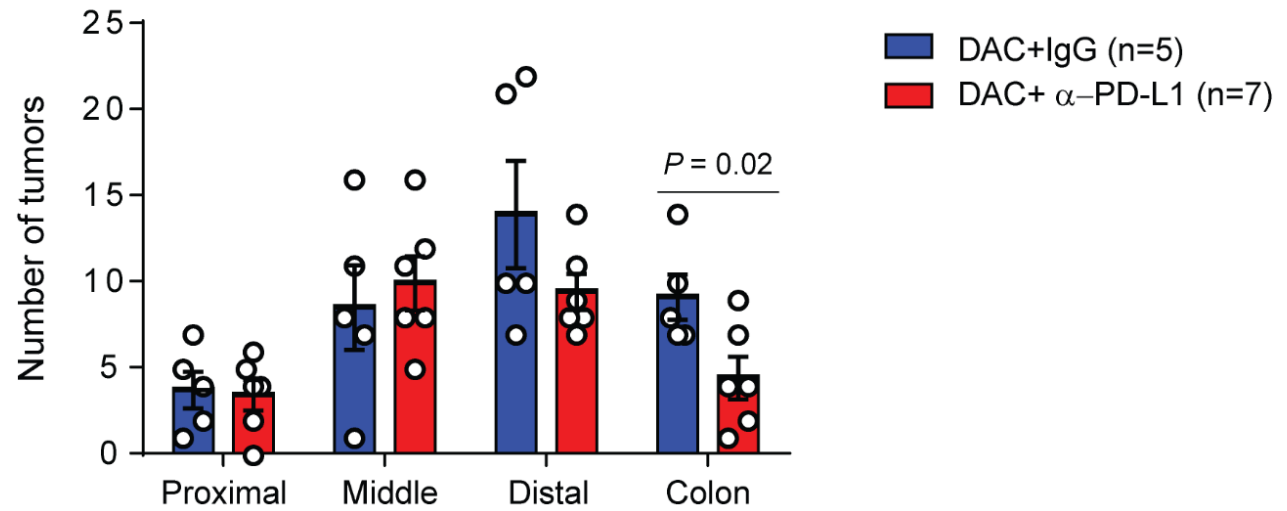

**Figure S8.** Number of intestinal tumors in mice at the end of study at ~30 wk of age.

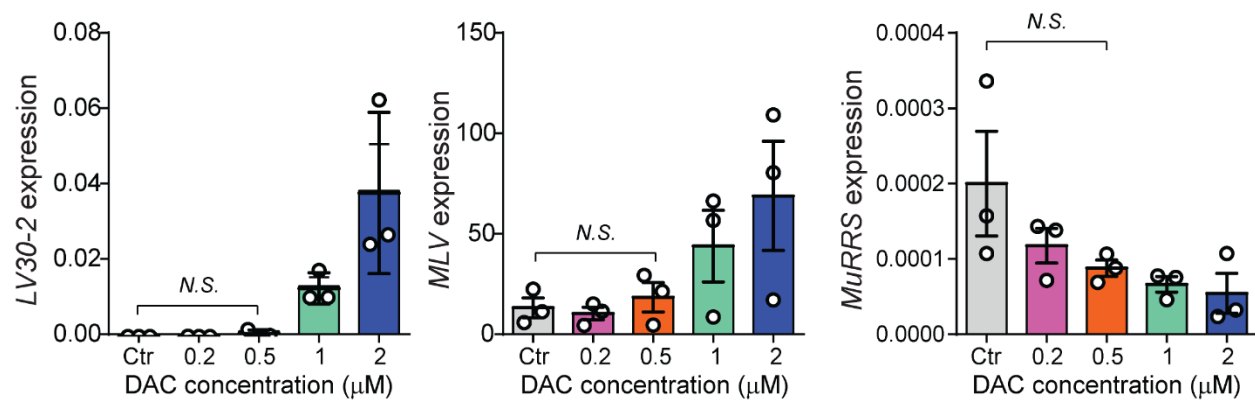

**Figure S9. Expression of murine ERVs in colon tumor organoids after DAC treatment at day 5.** Relative expression of *LV30-2*, *MLV*, and *MuRRS* was analyzed according to a previous report (Saito et al. Sci Rep., 2016, 6:25311). Expression levels in organoids treated with 0.5  $\mu\text{M}$  DAC were compared with those treated with PBS (Ctr). *P* values were determined by a two-tailed Student's *t*-test. N.S.= not significant.

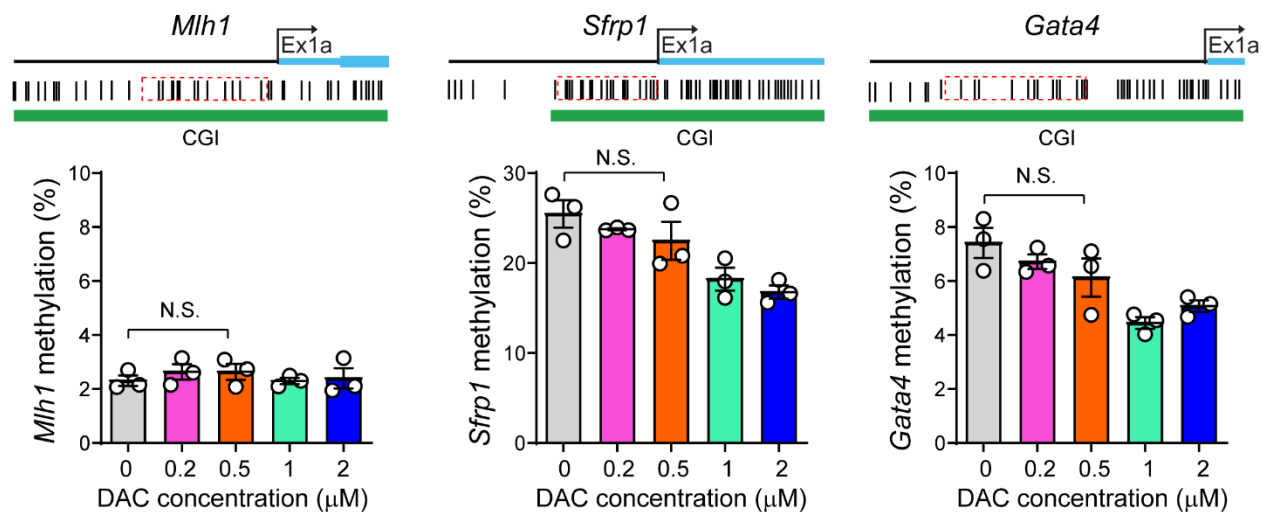

**Figure S10. The impact of DAC treatment on other CRC-related tumor suppressor genes.**

For each gene, a CpG map of the promoter region is shown. Thin blue bars represent the 5'-UTRs and the thick blue box indicate the coding exon (Ex). Each vertical line represents a CpG site and green bars indicate CpG islands (CGIs). Red dotted boxes indicate the regions analyzed for promoter DNA methylation in the *Apc*<sup>Min/+</sup>; *p16*<sup>cis/cis</sup> colon tumor organoids. At the low dose of 0.5 μM, we did not find significant changes of methylation at the three CRC-related tumor suppressor genes including *Mlh1*, *Sfrp1*, and *Gata4*.

# Supplementary material for: Functional characterization of age-dependent p16 epimutation reveals biological drivers and therapeutic targets for colorectal cancer
**Source:** J Exp Clin Cancer Res. 2023 May 4;42:113. doi: 10.1186/s13046-023-02689-y
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Table 1. Primers and PCR conditions for genotyping assays. Supplementary Table 2. Sequences of gRNAs for CRISPR-mediated targeted demethylation. Supplementary Table 3. Bisulfite-pyrosequencing PCR primers and sequenced regions for quantitative DNA methylation analysis. Supplementary Table 4. TaqMan assays and SYBR green primers for qRT-PCR. Supplementary Table 5. Microsatellite markers for detection of MSI in mouse tumors.

**Supplementary Table 1. Primers and PCR conditions for genotyping assays**

| Primer name                | Sequence                 | Genotype | PCR product (bp) | PCR condition (Tm_cycle) |
|----------------------------|--------------------------|----------|------------------|--------------------------|
| P16wt-F1                   | TTTTTAAATCCTCCCTTCTGTCC  | WT       | 156              | 55°C_35                  |
| P16wt-R1                   | GGGCTGTTGTTTGTTTAAATGAGT |          |                  |                          |
| P16cis-F1                  | TTTAAATCCTCCCTTCTGTCCA   | cis      | 326              | 55°C_35                  |
| P16cis-R1                  | AGAGTTACCAGGGATCCACCTAAT |          |                  |                          |
| APC <sup>min</sup> _mut    | TTCTGAGAAAGACAGAAGTTA    | WT       | No band          | 55°C_35                  |
| APC <sup>min</sup> _common | TTCCACTTTGGCATAAGGC      | Min      | 320              |                          |

**Supplementary Table 2. Sequences of gRNAs for CRISPR-mediated targeted demethylation**

| Target   | Sequence             |
|----------|----------------------|
| p16-gRNA | CCATTATTGCATTAATCTGA |
| Ctr-gRNA | GTGCAACGTTTATGCGCAGC |

**Supplementary Table 3. Bisulfite-pyrosequencing PCR primers and sequenced regions for quantitative DNA methylation analysis (Btn, biotin)**

| Gene       | CpGs (relative to TSS) | PCR                                                                |                        | Pyrosequencing                    |                                                                                              |
|------------|------------------------|--------------------------------------------------------------------|------------------------|-----------------------------------|----------------------------------------------------------------------------------------------|
|            |                        | PCR primers                                                        | Condition (Tm_cycle s) | Pyrosequencing primers            | Sequence analyzed                                                                            |
| <i>p16</i> | -2308 bp to -2264 bp   | AGAAGTTATTTAGAATTGAGGTTTTAG AT<br>[Btn]ATCCAATATTTCTCTACTCTATA ACC | 55°C_45                | AGTATTAGGGATAAATTTT               | TYGTTTTTTT GTTTAATTTA<br>ATTTTTTTAG GGTTATTTTG<br>GAATAYGAAT TTTTTTTTGA<br>AATATAGTTA A      |
| <i>p16</i> | -1156 bp to -1010 bp   | AGAAAGGGTTATTGTTTTTTTGGT                                           | 55°C_45                | S1:<br>TTTAAATTTTTTTTTTTGTTTAG TA | TTYGAGATAA TTTYGTATAA<br>TGTATGTTAT AYGAAGTTAT<br>ATYGATTTTT GTTTTGTTAT<br>TTAGGTTG          |
|            |                        | [Btn]TTCATCCCAACTACTTAAAAAACT                                      |                        | S2:<br>TTTTTGATTTTTTAGTAGAG       | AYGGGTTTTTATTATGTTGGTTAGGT<br>TGAT ATYGTGATTT TTTTGTTTTA<br>GTTTTTA                          |
| <i>p16</i> | -906 bp to -589 bp     | AGTATAGGAATTTTATTAGTTAGGTAT AT                                     | 55°C_45                | S1:<br>TTAGGTATATAATATAATTT       | YGTATAATGT ATGTTATAYG<br>AAGTTATTAG GTGGATTTTT<br>GGTAATTTTG TTTAAAGYGT GTTTT                |
|            |                        |                                                                    |                        | S2:<br>ATTTTTGGTAATTTTGTTTA       | AAGYGTGTTT TTTTTTTTGT<br>TTTATAAGAT GTAAAGAYG<br>TTTTTAAYGA ATAATTTAAA<br>TYGGTGTAAY GTTTATG |
|            |                        |                                                                    |                        | S3: AAATGTTTTTGTAATTTTTT          | YGTAAAGATT YGGATTTTAT<br>ATTGGGYGTG GTATTTTTTA<br>AAATGAGTTG TT                              |
|            |                        | [Btn]AACAACCCTAACTCAAACAAC                                         |                        | S4:<br>AGGAATTTTATTAGTTAGGTAT ATA | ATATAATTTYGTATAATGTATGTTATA<br>YGA                                                           |
| <i>p16</i> | -814 bp to -589 bp     | AGGTGGATTTTTGGTAATTTTGTT                                           | 55°C_45                | S1:<br>TTTTTGTTTTATAAGATTGTAA     | AGAYGTTTTT AAYGAATAAT<br>TTAAATYGGT GTAAYGTTTA<br>TGYGTAGTAT ATTAATTTAT<br>TTAAATAA          |

|              |                       |                                       |         |                                     |                                                                                                   |
|--------------|-----------------------|---------------------------------------|---------|-------------------------------------|---------------------------------------------------------------------------------------------------|
|              |                       | [Btn]AACCCCTAACTCAAACAACTCATTT<br>T   |         | S2:<br>TATTTTATAAGTAGATTGTT         | TTYGATGAT TTTATTTYGT<br>TATTTTTTTA TAGTTGTGTA TAG                                                 |
|              |                       |                                       |         | S3: AAATGTTTTTGTAAATTTTT            | YGTAAGATT YGGATTTTAT<br>ATTGGGYGTG GTATTTTTTA<br>AAATGAGTTG TT                                    |
| <i>p16</i>   | -433 bp to<br>-313 bp | GTTAGGGTTGTTGGGATTTTAGTT              | 60°C_45 | S1:<br>GTTTTAGTGTAGTGATGAAAA<br>TTA | TTTTTTTTYG TTTTTTAAT<br>ATTTGGGTGT TGTATTGGGG<br>AGGAAGGAGA GATTTYGAGA<br>AGGATTAGTT TATTTTTTTA G |
|              |                       |                                       |         | S2: GGAGGAAGGAGAGATT                | TYGAGAAGGA TTAGTTTATT<br>TTTTTAGAAG ATAYGTGTGT<br>ATTTTTTTGT TGTG                                 |
|              |                       | [Btn]CCCCATACCTAATCACCCCTTTAAC        |         | S3:<br>GAGAAGGATTAGTTTATTTTTT<br>TA | GAAGATAYGT GTGTATTTTT<br>TTGTTGTGYG GGTTTAGAAG<br>GAGTTTAGYG TGTTAAAGGG<br>TGATTAGGTA TGGG        |
| <i>Mlh1</i>  | -154 bp to<br>-126 bp | AGTGTTGATTGGGTAGTATGAATG              | 55°C_45 | GATATTAGGTTAGAAGGTAA                | YGYGTTTGYG YGTTAAAGTT<br>TAYGGTTYGT TTTTTTTATT<br>GGTTTATTTT TGA                                  |
|              |                       | [Btn]CCCTCAACTCTCAAAAATAAACCA<br>ATAA |         |                                     |                                                                                                   |
|              |                       | [Btn]AACCCACAACCTCAATAATCAAC          |         |                                     |                                                                                                   |
| <i>Sfrp1</i> | -72 bp to<br>-54 bp   | GGGTGGTAGAGTTTTGGATT                  | 55°C_45 | GTAGTTAATTAGTTT                     | YGYGTTGTYG GGAGTYGTTT<br>TTTATAT                                                                  |
|              |                       | [Btn]TCTAATAAACCCATCCTTCTAACC         |         |                                     |                                                                                                   |
| <i>Gata4</i> | -236 bp to<br>-224 bp | GGAATTTTAGGGGAAGGAAAGTATTT<br>AG      | 55°C_45 | GTTTAGTTTTGTTTTTAGTGTA<br>GTT       | YGAYGTTTTT GYGGTTTGTT<br>GTTTTGTAA GGAT                                                           |
|              |                       | [Btn]AAATCACCTTCTCCTCTACC             |         |                                     |                                                                                                   |

**Supplementary Table 4. TaqMan assays and SYBR green primers for qRT-PCR**

| TaqMan assays (Thermo Fisher) |                         |                        |               |
|-------------------------------|-------------------------|------------------------|---------------|
| Gene                          | Assay ID                | RefSeq                 | Exon Boundary |
| <i>p16</i>                    | Mm00494449_m1           | NM_009877.2            | 2-3           |
| <i>Ppara</i>                  | Mm00440939_m1           | NM_011144.6            | 7-8           |
| <i>Aldh1a1</i>                | Mm00657317_m1           | NM_013467.3            | 5-6           |
| <i>Acaa1b</i>                 | Mm00728805_s1           | NM_146230.3            | 12-12         |
| <i>Cyp2c55</i>                | Mm00472168_m1           | NM_028089.3            | 7-8           |
| <i>Nos2</i>                   | Mm00440502_m1           | NM_010927.3            | 21-22         |
| <i>Bst2</i>                   | Mm01609165_g1           | NM_198095.2            | 4-5           |
| <i>Ifitm3</i>                 | Mm00847057_s1           | NM_025378.2            | 2-2           |
| <i>Stat1</i>                  | Mm01257286_m1           | NM_009283.4            | 23-24         |
| <i>Ifng</i>                   | Mm01168134_m1           | NM_008337.3            | 3-4           |
| <i>Pdl1</i>                   | Mm03048248_m1           | NM_021893.3            | 5-6           |
| <i>Actb</i>                   | mm00607939_s1           | AK078935.1             | 6-6           |
| SYBR green qRT-PCR primers    |                         |                        |               |
| Gene                          | Forward sequence        | Reverse sequence       |               |
| <i>mLV30-2</i>                | CTCGCACCTTTTCGCGCTCG    | GCGAGGGGATCATCATAACA   |               |
| <i>mMLV</i>                   | CCAGACTTGATCCTGCTACA    | CTCAGTCAGCCATCTCTGAC   |               |
| <i>mMuRRS</i>                 | TTAGCCTCCTCCGAGCTGA     | GCCTCTGTCAGCCACCGTTT   |               |
| <i>p16</i>                    | ATGGAGTCCGCTGCAGACAG    | ATCGGGGTACGACCGAAAG    |               |
| <i>Actb</i>                   | CATTGCTGACAGGATGCAGAAGG | TGCTGGAAGGTGGACAGTGAGG |               |

**Supplementary Table 5. Microsatellite markers for detection of MSI in mouse tumors**

| Marker  | Repeat | Chromosome | GenBank accession | PCR size | Primer sequence                                                                  |
|---------|--------|------------|-------------------|----------|----------------------------------------------------------------------------------|
| Bat-24  | (A)24  | 7          | U12235            | 98       | Forward: 5'FAM-CATAGACCCAGTGCTCATCTTCGT<br>Reverse: gtttcttCATTCGGTGGAAAGCTCTGA  |
| Bat-59  | (A)59  | 16         | NT_039624         | 189      | Forward: 5'FAM-CATTCGGTGGAAAGCTCTGA<br>Reverse: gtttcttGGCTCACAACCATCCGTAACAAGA  |
| Bat-67  | (A)67  | 2          | AL928868          | 266      | Forward: 5'HEX-CCGACTGCTCTTCCGAAGGTC<br>Reverse: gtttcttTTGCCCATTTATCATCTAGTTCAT |
| D1Mit79 | (CA)31 | 1          | AF060887          | 150      | Forward: 5'HEX-GACCTGGAAGTTGGAAACCA<br>Reverse: gtttcttTGATCCAGAACCTCTGCCTT      |
| TG27    | (TG)27 | 10         | AC098712          | 136      | Forward: 5'FAM-GGATCACTCGATGTACGGCTACTC<br>Reverse: gtttcttCCAGGCAGGCAAAGCATTAT  |

- The PIGtailing of GTTTCTT on the 5' end of reverse primer was used as previously described (Brownstein et al. BioTechniques. 1996; 20(6): 1004-6).

How the deposited data were processed for this re-analysis (not part of the article)

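RNA-seq of colonic mucosa was analyzed in 9 mice at 15 wk of age, 5 ApcMin/+ mice and 4 ApcMin/+; p16cis/cis mice, each mouse being 1 replicate. The authors deposited 1 table of signal values, which are gene counts divided by a size factor of each mouse, as DESeq2 makes them. According to the methods, reads from the BGISEQ-500 platform were aligned with BOWTIE2, gene levels were computed with RSEM, and DESeq2 was used for the comparison. The paper's text names neither the genome build and annotation of the RNA-seq nor the versions of these tools. The table lists 54146 genes by versioned Ensembl identifiers and symbols. Of these identifiers 52480 were in GENCODE M21 (GRCm38) with the same version and 54079 without regard to the version, and coordinates, gene types, GC content and transcript lengths were taken from that annotation. A set of 24200 genes was listed at 0 in all 9 mice.

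Each value was divided by the step of its column, the value of 1 read, and 100% of the positive values came out whole to within 0.01 reads. The recovered totals were 13523500 to 17885918 reads on genes per mouse. Size factors were computed again from the recovered reads with DESeq2, and they were larger than the deposited ones by a factor between 1.24 and 1.26 in every mouse, a near-constant ratio that leaves comparisons between mice unchanged. Shares and floors (3 reads of a library's total) cover counting error only, since the libraries carried no molecular identifiers that are known here.

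The test had been planned for counts. Because the values are normalized counts, the main test was limma 3.58.1 in R 4.3.3, with trended variances, on log2(normalized count + 1) over the 14410 genes with a value of at least 10 in at least 4 mice, with genotype as the only term. P-values were adjusted by Benjamini-Hochberg and by Bonferroni, and calls needed an adjusted p-value under 0.05 and a fold change over 2. The count tests of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads were alternatives. Gene lists for IFN-γ response, fatty acid and lipid metabolism and xenobiotic metabolism were written before the data were examined. Their themes came from the terms the paper reports for these same mice. The lists were tested with limma camera (inter-gene correlation 0.01, Benjamini-Hochberg over the 3 lists). They were also tested with one-sided Fisher's exact tests among the called genes, against all genes tested. A list score is the mean over the list of each gene's deviation from its mean over the 9 mice. Single values were compared by exact permutation over the 126 splits of 9 mice into 5 and 4, or within sex over 40 arrangements. For single genes the values compared were log2(normalized count + 1).

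The genes named in the text follow a rule set before the data were examined. They are the genes the paper names for the mucosa, Cdkn2a, Cdkn2b and Apc, 5 sex-linked genes as a check of the labels, and the 5 genes each with the largest rise and fall among the called genes whose genotypes do not overlap. Genes named outside this rule are marked as such. Not every gene that meets the rule is described. The labels give replicate numbers 1 to 5 and 1 to 4 to the genotypes. The same numbers name different mice, and the mean correlation of same-numbered mice in their deviations from the group means was 0.02, so the numbers were not used as pairs in the main test.

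Other alternatives set before the data were examined were RLE and upper-quartile normalization in edgeR, other filters, a pseudocount of 0.1, sex as a covariate, females only, the replicate block, each mouse left out in turn, other thresholds, other set tests and Reactome sets (from fgsea 1.28.0). A correction for GC content and transcript length (loess, span 0.5, per mouse), the same with the replicate block, TMM scaling with limma and the mitochondrial share as a covariate were added after seeing the data.

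The procedure was tested on simulated counts for the 14410 genes, drawn from the observed means, dispersions and size factors, with 200 genes changed by 2 on the log2 scale. The changed genes were drawn only from those with a mean normalized count of at least 50, so recovery below that was not tried. Of the changed genes 96.5% were called, and 2.53% of the calls were genes that had not been changed. With no gene changed there were 0 calls. With a simulated GC slope between the genotypes, 52.6% of the calls were unchanged genes before the correction and 1.04% after it. This slope was linear and the same in every mouse of a genotype. Its trend was stronger than that of the data (Spearman rho of log2 fold change with GC content 0.77 against 0.32). These percentages therefore do not carry over to the real calls. A list of raised genes was found by camera, and 0 of 50 random lists had a p-value under 0.05. These simulations draw genes independently, so they do not test camera on genes that vary together. The GO term sets of DAVID, the qRT-PCR, the flow cytometry, the single-cell data and the methylation data were not analyzed here.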

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

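All tests named here were chosen after the values were seen. Among 72 groups of 4 or 5 mice checked for a mouse far from the others, 14 had one, where chance gives about 3.6.

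Of the 14, 4 are the Y-linked genes in ApcMin/+; p16cis/cis replicate 1, the only male of its genotype, with normalized counts of 798 for Kdm5d, 951 for Eif2s3y, 451 for Ddx3y and 422 for Uty, against at most 3.19 in the 3 females. They follow the sex label and need no other explanation. Another is a gene near 0, Cyp3a44 in ApcMin/+; p16cis/cis replicate 4 (1.57, a single read).

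ApcMin/+ replicate 4 stood apart from the other 4 ApcMin/+ mice in 7 values. Its Aldh1a1 was 6072 against 2699 to 3660. Its IFN-γ list score was -1.42 against -0.19 to 0.30. In the 5 pseudogenes with the largest rises it had 486 (Rpl28-ps1), 89.0 (RP23-2N7.4), 111 (Rpl31-ps1), 175 (ENSMUSG00000066724.3) and 854 (RP23-58B7.2), where the other ApcMin/+ mice had at most 21.6, 2.23, 2.23, 7.95 and 52.2. Another is ApcMin/+; p16cis/cis replicate 4, with a lipid list score of -0.48 against -0.29 to -0.26. The last of the 14 is not described here.

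Pseudogenes made up 20.1% of the genes called higher (53 genes) and 2.35% of the genes tested, and 17 of the genes called lower were pseudogenes. The median log2 fold change of all tested pseudogenes was 0.12, and over the settings it ran from -0.20 to 0.25 and was negative in 3. Whether pseudogenes rose as a class was not tested. A candidate explanation is a factor, such as library preparation, alignment or the cells in the sample, that ApcMin/+ replicate 4 shared with the ApcMin/+; p16cis/cis mice. When genes were called without ApcMin/+ replicate 4, that mouse lay nearer the ApcMin/+; p16cis/cis mice at 79.7% of the 64 pseudogenes called higher, while each other ApcMin/+ mouse did so at 0% to 8.89% of the pseudogenes called without it. The 11 pseudogenes called higher that are named after ribosomal protein genes were set beside 10 parent genes. Of the reads on both, the pseudogenes took 2.52% to 7.64% in ApcMin/+ replicates 1, 2, 3 and 5. They took 44.5% in ApcMin/+ replicate 4 and 42.9% to 60.6% in the ApcMin/+; p16cis/cis mice. Because these pseudogenes were chosen as called higher, a gap between the genotypes was built in and is no separate evidence. Reads shared between pseudogenes and parents would lower the parents, whose median log2 fold change was 0.53, but a rise of their own could hide such a shift. The resemblance went beyond pseudogenes, as ApcMin/+ replicate 4 also lay nearer the ApcMin/+; p16cis/cis mice at 39.8% of the 259 other genes called higher and 54.4% of the 408 other genes called lower, against 3.12% to 36% and 4.35% to 20.6% for the other ApcMin/+ mice. The labels and the paper name no batch. The mouse identifier of ApcMin/+ replicate 4 lies outside the number range of the other ApcMin/+ mice, but what the numbers stand for is not stated. This factor therefore cannot be told apart from genotype in the other 8 mice. The lipid and xenobiotic genes showed no such resemblance. ApcMin/+ replicate 4 was nearer the ApcMin/+; p16cis/cis mice at 0% of the 16 lipid and 0% of the 17 xenobiotic list genes called lower without it. This rests on 1 mouse, which had the highest lipid and xenobiotic list scores of all 9 (0.70 and 0.60). A rise of its own could hide a shared fall, so the same factor is not excluded for these genes.

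Mitochondrial genes took 24.2% of the reads in ApcMin/+; p16cis/cis mice on average and 12.0% in ApcMin/+ mice, with no overlap (19.3% to 29.8% against 8.74% to 15.6%). The paper does not report it for these libraries. The share was higher within each sex (exact permutation within sex, 40 arrangements, p = 0.025, the smallest they can give). After the correction for GC content and transcript length the median log2 fold change of the mitochondrial genes was 0.88, against 1.15 before it. Sex and GC content are thus not sufficient as explanations. RNA quality, the handling of the tissue and a difference in mitochondrial content were not tested, and the share cannot be told apart from any of them. It was close to inseparable from genotype (78.1% of its variance), so whether the other differences follow the share or the genotype cannot be settled in these mice. Across genes, which are not independent replicates, the slope on the share within genotypes and the log2 fold change between genotypes had a Spearman rho of 0.29. The lipid list had a median slope of -0.03 log2 units per percentage point within genotypes, and its median log2 fold change was -0.16 with the share as a covariate against -0.43 without. Within genotypes the share also followed sex (14.3% to 15.6% in ApcMin/+ females and 8.74% to 11.4% in ApcMin/+ males), so neither value can be read as an effect of the share. No fit with both sex and the share was made.

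Ribosomal protein genes had a median log2 fold change of 0.40 (63 of 79 higher), a group of genes the paper does not discuss for the mucosa RNA-seq. It was positive in every setting run, from 0.27 to 0.58, and the list score separated the genotypes with p = 0.0159 (exact permutation test, two-sided, n = 5 and 4). GC content and length do not account for it, since it was 0.31 after the correction. Reads shared with pseudogenes were not excluded, so the rise cannot be told apart from that explanation.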

How the results depend on the processing

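The alternatives were set before the data were examined, apart from the correction for GC content and length, that correction with the replicate block, limma with TMM scaling and the mitochondrial covariate, which were chosen after seeing the data. All of them were run.

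The lipid list was lower in all 28 alternatives and the xenobiotic list in all 26, with median log2 fold changes from -0.48 to -0.16 and from -0.51 to -0.0702. They lost significance with the correlation between genes estimated from the data (-0.43 for both, adjusted p = 0.217), and the xenobiotic list also with the mitochondrial covariate (-0.0702, adjusted p = 0.209). The cause was not tested. The enrichment of the lipid list among the genes called lower ran from 2.25-fold to 22.0-fold over its 27 alternatives and fell short of significance with Reactome sets only (2.25-fold for fatty acid metabolism, p = 0.149, and 3.47-fold for arachidonic acid metabolism, p = 0.113, Fisher's exact test, one-sided).

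The IFN-γ list had a positive median log2 fold change in all 27 alternatives (0.0297 to 0.52). It lost significance with the estimated correlation (0.32, adjusted p = 0.581), with fry (0.32, adjusted p = 0.429) and with the Reactome set (0.0297, adjusted p = 0.512). It ran from 0.0304 to 0.52 across the 9 fits that each left out 1 mouse, and 7 of these kept significance, all but those without ApcMin/+ replicate 4 and without ApcMin/+; p16cis/cis replicate 3. The enrichment of the list among the genes called higher kept significance in 5 of 26 alternatives, which were no filter (6.57-fold), at least 10 reads in every mouse (6.11-fold), limma with TMM scaling (3.21-fold), the replicate block (8.32-fold) and the block with the GC content and length correction (8.155-fold). It ran from 0 to 2.53-fold across the 9 fits that left out 1 mouse, none of which kept it. Among those that lost it, it was 1.98-fold with DESeq2, 1.57-fold with edgeR and TMM, 1.525-fold with RLE, 1.36-fold with upper-quartile normalization, 2.62-fold with the pseudocount of 0.1, 1.82-fold in females, 1.13-fold without the fold change threshold, 1.97-fold at an adjusted p-value under 0.01 and 2.63-fold without the genes the paper names. It was 0 with sex as a covariate and with the Reactome set, and 0.82-fold after the GC content and length correction. The cause was not tested.

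Of genes called lower (237) and higher (264), DESeq2 called 430 and 296, which puts 59.2% of its calls lower against 47.3%. With at least 10 reads in every mouse there were 147 and 175, in females 104 and 182 (36.4% lower), with sex as a covariate 173 and 158, without the fold change threshold 1261 and 1173, and at an adjusted p-value under 0.01 there were 100 and 84. With the mitochondrial covariate there were 0 and 0, with 798 genes at an unadjusted p-value under 0.05. Across the 9 fits that left out 1 mouse the numbers ran from 144 to 432 lower and from 131 to 323 higher. The fit without ApcMin/+ replicate 4 gave the most genes in both directions, 454 of the 501 genes being shared. Of the 501 genes, 399 were shared with edgeR and TMM, 446 with DESeq2, 315 with the sex covariate and 362 after the GC content and length correction. The fit in females shared 179, and the fits that left out 1 mouse shared from 268 (without ApcMin/+; p16cis/cis replicate 4) to 454. Genes past Bonferroni (19) numbered 153 with DESeq2, 33 without a filter, 8 with sex as a covariate, 7 at an adjusted p-value under 0.01, 0 with the mitochondrial covariate, and 8 to 84 across the fits that left out 1 mouse. Of the 19, 15 were lower and 4 higher. This balance reversed without ApcMin/+ replicate 4 (23 lower, 61 higher) and in females (1 lower, 27 higher). It was even without ApcMin/+; p16cis/cis replicate 1 (9 and 9), and in the other alternatives with such genes more were lower.

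With the replicate block there were 234 genes lower and 239 higher, 11 past Bonferroni, and 386 of the 501 genes shared. The block gave the lipid list -0.47, the xenobiotic list -0.47 and the IFN-γ list 0.34, and an enrichment of the lipid list of 15.2-fold. Bst2 reached adjusted p = 0.0186 (log2 fold change 1.04). With the block and the GC content and length correction there were 207 lower, 203 higher and 8 past Bonferroni. Same-numbered mice are different animals, and the correlation of their deviations was 0.02 on average (-0.18 to 0.14 over the 4 pairs).

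Of 561 comparisons of single genes, 74 changed, with 49 weaker, 8 stronger and 17 reversed. Of the weaker ones 14 came from the mitochondrial covariate, and 20 were the 5 pseudogenes under the count tests. The reversed log2 fold changes were all of genes not called in the main test. With sex as a covariate they were 0.0036 for Cdkn2b, 0.40 for Kdm5d and 0.68 for Uty. In females they were 0.0736 for Cdkn2b, 0.58 for Kdm5d and 1.14 for Uty. Ddx3y, at 0 reads in every female, had a log2 fold change of 0, which was counted as reversed but has no direction. Kdm5d and Uty had at most 2 reads in any female, so their signs there compare values near 0. After the GC content and length correction Apc had 0.0108, and with the replicate block as well 0.0890. With the mitochondrial covariate they were 10.7 for Kdm5d, 9.98 for Eif2s3y, -10.3 for Xist, 9.585 for Ddx3y and 8.60 for Uty. Across the fits that left out 1 mouse Cdkn2b ran from -0.13 to 0.0674 and Cd274 from -0.44 to 0.0336.

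Depth limits genes with few reads, although why Cdkn2a had none was not tested. Cdkn2a had 0 reads, Ifng 15 and Pdcd1 20 over all 9 mice, and all 3 were below the filter of the limma fit. Exact permutation tests of log2(normalized count + 1), two-sided, gave p = 0.929 for Ifng and p = 0.0952 for Pdcd1.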

Differences from the paper's values

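The paper reports 103 differentially expressed genes, 77 lower and 26 higher. With limma and Benjamini-Hochberg adjustment there were 501, with 237 lower and 264 higher, and with Bonferroni adjustment 19, with 15 lower and 4 higher. For the total with Benjamini-Hochberg adjustment, none of the alternatives came within 1.5 times of the paper's 103, nor of its 26 genes higher. For the paper's 77 genes lower, the fit in females (104) and an adjusted p-value under 0.01 (100) did, both set before the data were examined, and the other alternatives did not. With Bonferroni adjustment, the DESeq2 Wald test on the recovered reads, set before the data were examined, gave 153 genes in total and 91 lower, within 1.5 times of the paper's 103 and 77, and 62 higher, which is not. Bonferroni adjustment over the 17151 genes left after DESeq2's independent filtering, a choice compared after seeing the data, gave 164 in total, 98 lower and 66 higher. The fit without ApcMin/+ replicate 4 gave 84 genes with Bonferroni adjustment in total, and the fit in females gave 27 genes higher with it, against the paper's 103 and 26. The other alternatives did not come within 1.5 times.

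The paper reports a 50-fold enrichment of IFN-γ responsive genes among its up-regulated genes, from a GO term in DAVID. With the list written for this work the enrichment was 3.14-fold. None of the alternatives closed the gap, the highest being 8.32-fold with the replicate block. The gene sets and the called genes both differ from the paper's.

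The methods state a planned depth of 25 M reads per sample. The reads counted on genes had a median of 15.7 M per mouse over all 9 mice, which counts only reads assigned to genes. No processing alternative applies to this value.

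The paper names Nos2, Bst2 and Ifitm3 among the genes increased in the mucosa by qRT-PCR. In the RNA-seq values Ifitm3 was called, and the log2 fold changes of Nos2 and Bst2 were 0.71 and 1.00, with adjusted p-values of 0.262 and 0.0529. The settings that brought Bst2 to an adjusted p-value under 0.05 were the DESeq2 Wald test (0.0147), at least 10 reads in every mouse (0.0463), the replicate block (0.0186), the fits without ApcMin/+ replicate 2 (0.0425) and without ApcMin/+ replicate 4 (0.047), and the replicate block with the GC content and length correction, chosen after seeing the data (0.0475). Nos2 reached it in none. Ifitm3 kept an adjusted p-value under 0.05 in 11 of 23 alternatives. It lost it with edgeR (0.0636 with TMM, 0.0602 with RLE and 0.0551 with upper-quartile normalization), with sex as a covariate (0.103), in females (0.175), in 5 of the 9 fits that left out 1 mouse (0.0586 to 0.101), and, among the alternatives chosen after seeing the data, with the GC content and length correction (0.0711) and the mitochondrial covariate (0.883).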

Other observations

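Most of the tests below were chosen after the values were seen. Those for sex, time of day, position along the colon, epithelial content, adenoma tissue and immune cells, and the count of splits for the numbers of genes, were set before the data were examined.

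The split of the 9 mice by genotype was set against 100 of the 126 splits into 5 and 4, the real one included. Only the real split (1 of 100) gave as many genes in 1 direction as the 237 lower or the 264 higher, and 2 of 100 gave as many genes past Bonferroni. The other split was the one that put ApcMin/+ replicate 4 with the ApcMin/+; p16cis/cis mice, which gave 410 genes and 52 past Bonferroni. In the median of the other 99 splits 0 genes were called, and 96 of them called fewer than 10. The split by sex gave 7 genes. For the enrichments, 2 of 100 splits gave as small a Fisher p for the IFN-γ list and 1 of 100 for the lipid list. Since most other splits called 0 genes, which fixes their Fisher p at 1, these counts decide nothing about the enrichments. For the camera p, 70, 16 and 11 of 100 splits gave as small a p for the IFN-γ, lipid and xenobiotic lists. The 16 splits that part all 4 pairs of same-numbered mice cannot give a share under 6.25%. Among them the real split alone (1 of 16) was as extreme for the genes lower, the genes higher, the genes past Bonferroni and both enrichments, while 8, 6 and 3 of 16 were for the camera p of the IFN-γ, lipid and xenobiotic lists. The other splits mix the genotypes.

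The split that put ApcMin/+ replicate 4 with the ApcMin/+; p16cis/cis mice gave camera p-values of 0.0187 for the lipid list and 0.164 for the xenobiotic list, against 1.02e-10 and 2.45e-06 for the genotypes. ApcMin/+ replicate 4 had the highest scores of both lists, so moving it would weaken these p-values whatever the source. They therefore do not tell whether the lower lipid and xenobiotic genes and the higher pseudogenes have different sources. Within sex, the lipid and xenobiotic list scores were lower in ApcMin/+; p16cis/cis mice (exact permutation within sex, 40 arrangements, p = 0.025 for each, the smallest they can give), and the IFN-γ list score was not separated (p = 0.75). Only 1 ApcMin/+; p16cis/cis mouse was male, so a difference between the sexes in the effect of genotype was not tested.

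With sex as a covariate the log2 fold changes of the called genes had a median ratio of 0.95 to those without it, and 315 of the 501 genes stayed called. By this fit the imbalance of sex does not account for most of the calls, but some were lost with it, among them all of the IFN-γ list genes called higher. The fit in females shared 179 of the 501 genes. It compared only 2 mice with 3, so calls lost to the smaller groups cannot be told apart there from calls that rest on sex. The log2 fold change rose with the GC content of the transcripts (Spearman rho 0.32 across genes), from a median of -0.22 in the fifth of genes with the lowest GC content to 0.19 in the highest. After the correction for GC content and transcript length 72.3% of the called genes remained called, so this bias may account for some of the calls but not for most.

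For the lower fatty acid and xenobiotic genes, 4 explanations set before the data were examined were tested. The core clock genes did not differ as a list in a test open to both directions (limma fry, mixed, p = 0.25), although their median log2 fold change was -0.53 and a test of 1 common direction gave p = 0.0287 (exact permutation test of the list score, two-sided, p = 0.0794), so a difference in the time of collection is not excluded by these values. The lists of proximal and distal colon genes did not shift in opposite directions (the larger camera p was 0.83). In the test open to both directions, however, both differed between the genotypes (limma fry, mixed, p = 0.000207 and 0.0013, against exact permutation tests of the list scores, two-sided, p = 0.119 and 0.794), so position along the colon is not excluded. Epithelial genes were not lower (camera p = 0.383, exact permutation test of the list score, two-sided, p = 0.405) and stromal and muscle genes were not higher but lower (13 of 14 genes, median log2 fold change -0.93, camera p = 0.0138, exact permutation test of the list score, two-sided, p = 0.0952). After the GC content and length correction the epithelial list was lower with a camera p of 0.0212, so a smaller epithelial fraction is not fully excluded. Genes of Wnt-driven adenoma were not higher (camera p = 0.178, exact permutation test of the list score, two-sided, p = 0.913). In the test open to both directions the epithelial and adenoma lists also differed between the genotypes (limma fry, mixed, p = 1.03e-05 and 0.0197, beside the exact permutation tests above), and 3 adenoma list genes were higher and 0 lower at a Benjamini-Hochberg adjusted p-value under 0.05 from limma. The camera p-values are themselves unstable between splits of the mice, so none of the 4 explanations is excluded by these results. The fall in lipid and xenobiotic genes remains as a hypothesis of an effect of genotype, which cannot be told apart from whatever raised the mitochondrial share.

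For the higher interferon-response genes, an excess of immune cells was not seen over the genotypes, as the T cell list had a median log2 fold change of -0.20 and the myeloid list of -0.35. ApcMin/+ replicate 4, the mouse with the lowest IFN-γ list score, also had the lowest scores of the T cell list (-2.69 against 0.48 to 1.28 in the other ApcMin/+ mice), the B and plasma cell list (-2.45 against 0.0965 to 2.36), the myeloid list (-0.67 against 0.0956 to 0.72) and the stromal and muscle list (-1.06 against 0.53 to 1.14). A smaller share of immune and stromal cells in that mouse is thus a candidate for its low IFN-γ list score, and it was not tested. The B and plasma cell list had a median log2 fold change of -2.01 (13 of 14 genes lower, camera p = 0.0035), but the mice varied as much within genotypes (exact permutation test of the list score, two-sided, n = 5 and 4, p = 0.175).

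The paper measured Ifng, Pdl1 (Cd274) and Pd1 (Pdcd1) in colon tumors and adjacent mucosa by qRT-PCR. In the mucosa libraries Ifng had 0 to 4 reads per mouse and Pdcd1 0 to 6. Cd274 had normalized counts of 66.7 ± 16.5 (SD, n = 5) in ApcMin/+ mice and 57.4 ± 22.0 (SD, n = 4) in ApcMin/+; p16cis/cis mice (exact permutation test, two-sided, p = 0.476).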
